# Anti-tumor necrosis factor-alpha monoclonal antibody suppresses colorectal cancer growth in an orthotopic transplant mouse model

**DOI:** 10.1371/journal.pone.0283822

**Published:** 2023-03-30

**Authors:** Takeshi Takasago, Ryohei Hayashi, Yoshitaka Ueno, Misa Ariyoshi, Kana Onishi, Ken Yamashita, Yuichi Hiyama, Hidehiko Takigawa, Ryo Yuge, Yuji Urabe, Shiro Oka, Yasuhiko Kitadai, Shinji Tanaka

## Abstract

The risk of malignant tumor progression has been a concern associated with the use of anti-tumor necrosis factor-alpha monoclonal antibody (anti-TNFα mAb). On the contrary, recent observational studies have reported negatively on this risk and instead suggested that anti-TNFα mAb acts as a tumor suppressor in inflammatory carcinogenesis models and subcutaneous transplant models of colorectal cancer. However, no consensus has been established regarding the actual effects of anti-TNFα mAb on malignant tumors. Here, we aimed to evaluate, for the first time, the effect of anti-TNFα mAb on the tumor microenvironment in the absence of intestinal inflammation in a colorectal cancer orthotopic transplant mouse model suitable for tumor microenvironment assessment. The orthotopic transplantation model was developed by transplanting CT26 cells into the cecum of *BALB/c* mice. Changes in tumor size and weight were recorded 3 weeks after transplantation, and the tumor microenvironment was assessed via RNA sequencing and immunohistological staining. In the orthotopic transplant model, the administration of anti-TNFα mAb led to a reduction in colorectal cancer. The RNA sequencing analysis showed upregulation of immune-related pathways and apoptosis and suppression of stromal- and tumor growth-related pathways. Additionally, Gene Ontology analysis showed inhibition of angiogenesis. Immunohistochemical staining showed inhibition of tumor growth, increase in apoptosis, suppression of stromal response, suppression of angiogenesis, enhancement of tumor immunity, and reduction in the number of tumor-associated macrophages. Anti-TNFα mAb acts as an inhibitor of tumor progression in the tumor microenvironment of a colorectal cancer orthotopic transplant mouse model.

## Introduction

Anti-tumor necrosis factor-alpha monoclonal antibody (anti-TNFα mAb) suppresses inflammation by inhibiting the activity of TNFα and is employed as a major therapeutic agent for immune-mediated inflammatory diseases such as inflammatory bowel disease (IBD) and rheumatoid arthritis (RA) [1]. Facilitating the formation of malignant tumors via immunosuppression is a matter of concern [2]. The European Crohn’s and Colitis Organisation (ECCO) guidelines state that the use of anti-TNFα mAb can be detrimental to patients undergoing cancer treatment and should be avoided for 2 years (5 years for patients with a high risk of recurrence) after cancer treatment [3]. However, varied perspectives have been presented with respect to the actual effect of administering anti-TNFα mAb for the suppression of TNFα in patients with malignant cancers, and no consensus has been established.

Recent observational studies have reported negatively on the increased risk of promotion of malignancy in patients using anti-TNFα mAb [4–6]. In contrast, as sporadic reports of tumor growth during anti-TNFα mAb use have been published [7, 8], the possibility that anti-TNFα mAb use may influence tumor growth cannot be ruled out.

In recent years, anti-TNFα mAb has been increasingly used for the treatment of RA or IBD, such as ulcerative colitis and Crohn’s disease. With an increase in the number of patients with IBD and RA in higher age groups [9, 10], it is assumed that more patients with carcinoma will be considered for the administration of anti-TNFα mAb. In addition, the administration of infliximab, an anti-TNFα mAb, for immune-related adverse events, such as colitis, associated with the administration of immune checkpoint inhibitors to patients with tumors is expected to increase in the future.

Barring a few studies, no prognostic effect of the administration of anti-TNFα mAb to patients with cancer has been observed in most studies [11]. It is difficult to clinically evaluate the effect of anti-TNFα mAb on tumors alone, as patients with IBD and RA are often administered other immunosuppressive agents. With respect to colorectal cancer (CRC), the effects of anti-TNFα mAb on tumors have been evaluated *in vitro*, in inflammatory carcinogenesis models, and in CRC subcutaneous allogeneic transplant models. The results of these studies have demonstrated possible anti-tumor effects of anti-TNFα mAb [12–14].

However, to the best of our knowledge, there are no reports on the effects of anti-TNFα mAb on orthotopic transplantation of CRC. An orthotopic transplant model reflects the tumor microenvironment (TME) and is recommended for assessing tumor progression, angiogenesis, invasion, stroma, and metastasis [15, 16], whereas subcutaneous xenografts do not reproduce the interactions between the tumor and its microenvironment [17]. Therefore, the orthotopic transplant model is a more suitable experimental system for evaluating TME than the subcutaneous xenograft model. Regarding the inflammatory carcinogenesis model, anti-TNFα mAb may suppress the growth of tumors by inhibiting intestinal inflammation [13, 14]. However, the actual effects of anti-TNFα mAb on tumors have not been fully evaluated owing to the substantial effect of inflammation.

In this study, we aimed to investigate the effects of anti-TNFα mAb on tumor progression and TME in the absence of intestinal inflammation using an allogeneic immune response orthotopic transplantation model of CT26, a CRC cell line derived from *BALB/c* mice.

## Materials and methods

### CRC cell lines and culture conditions

CT26 (American Type Culture Collection, Manassas, VA, USA), a clonal cell line derived from colon cancer cells of *BALB/c* mouse, was used as the representative of the CRC cell line.

We cultured CT26 cells in Dulbecco’s modified Eagle medium (DMEM; Sigma-Aldrich; Merck KGaA, Germany) at 37°C. DMEM was supplemented with 10% fetal bovine serum (FBS; Sigma-Aldrich, Merck KGaA) and a penicillin–streptomycin mixture. The cells were not cultured for more than 12 weeks after their recovery from the frozen stock.

### Evaluation of the effect of TNFα on cell proliferation *in vitro*

CT26 cells (1.0 × 10^4^ cells/well) were seeded and cultured in 24-well plates (ImageLock; Essen Bioscience) containing DMEM supplemented with 0.5% FBS. Recombinant mouse TNF-α (cat. no. 575202; Biolegend, San Diego, CA, USA) was added to DMEM to reach the target concentration. Bright-field images obtained using IncuCyte^®^ Zoom (Essen Bioscience) and IncuCyte software (version 2015A Rev1; Essen Bioscience) automatically expressed cell confluence as a percentage over 2 days to generate a figure of cell proliferation. These experiments were performed in triplicate.

### Orthotopic transplantation of tumor cells into experimental animals

Female *BALB/c* mice were obtained from Charles River Japan (Tokyo, Japan) and raised under specific pathogen-free conditions until they reached 8 weeks of age. Animal experiments in this study were approved by the Animal Experiment Committee of Hiroshima University (A19-144). Anesthesia was induced via an intraperitoneal injection of medetomidine (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg).

Transplantation was performed under a zoom stereomicroscope (Carl Zeiss, Oberkochen, Germany) by injecting 1 × 10^4^ CT26 cells in 30 μL of Hank’s balanced salt solution into the cecal wall of female *BALB/c* mice under anesthesia.

### Intraperitoneal administration of anti-TNFα mAb to mice

Anti-TNFα mAb (MP6-XT22, 1 mg/mouse; Biolegend, San Diego, USA) was administered to mice according to a previous study [14].

Mice subjected to orthotopic transplantation were intraperitoneally administered 1 mg of anti-TNFα mAb (MP6-XT22; BioLegend) every 7 days, as shown in Fig 1A (anti-TNFα mAb group, n = 8).

**Fig 1:**
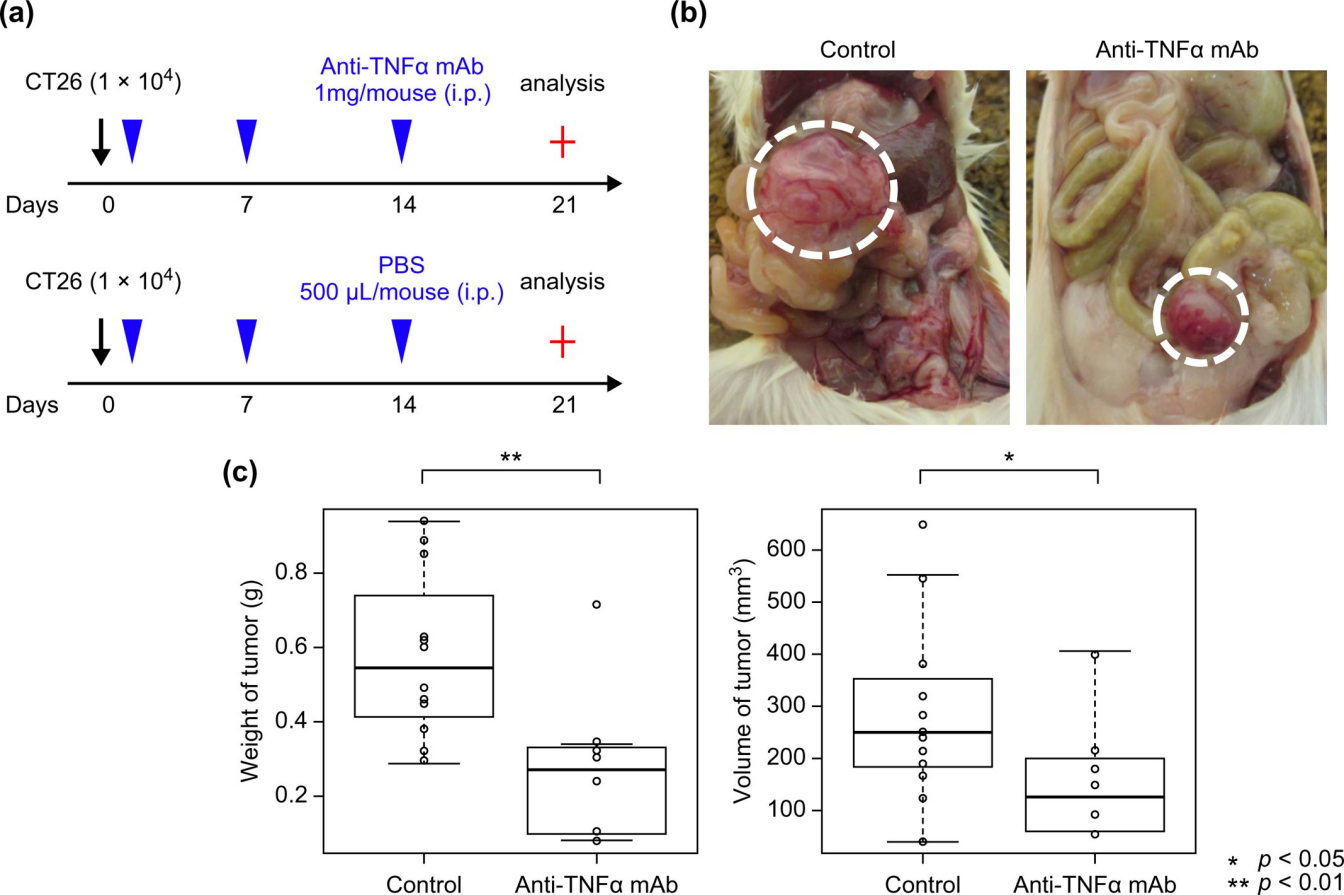
Anti-TNFα mAb suppresses colorectal cancer growth in an orthotopic transplant model. (a) Schematic overview of the orthotopic transplant model of colorectal cancer and anti-TNFα mAb administration. (b) Mice subjected to orthotopic transplantation were administered CT26 cells into the cecum with and without anti-TNFα mAb. (c) The weight and volume of the tumor orthotopically transplanted into the cecum were recorded. Control group (n = 12), anti-TNFα mAb group (n = 8). anti-TNFα mAb, anti-tumor necrosis factor-alpha monoclonal antibody.

Phosphate-buffered saline (500 μL) was administered intraperitoneally to the mice in the control group with the same dosing schedule as that employed for mice in the anti-TNFα mAb group (control group, n = 12). All mice were then analyzed on day 21. The mice were sacrificed by cervical dislocation under deep sedation with the same anesthesia used for orthotopic transplantation.

### Necropsy procedures

At the time of analysis, the weight of the mice was recorded. After grossly confirming the presence of metastases in the liver, lungs, and lymph nodes, the tumors were excised, and their weight and length were measured. The volume of the tumor was calculated with the following formula: V = 1/2 (length × width^2^). The resected tumors were fixed using a formalin-free immunohistochemistry zinc fixative (BD Pharmingen; BD Biosciences) for 24 h at room temperature. The tumors were then embedded in paraffin for immunohistochemical analysis.

### Immunohistological staining

In this experiment, the following primary antibodies were used: monoclonal rabbit anti-Ki67 (dilution, 1:300; cat. no. GTX16667; Genetex, Inc. Irvine, CA, USA), monoclonal rabbit anti-F4/80 (dilution, 1:500; cat. no. D2S9R; Cell Signaling Technology, Inc., Danvers, MA, USA), monoclonal rabbit anti-CD163 (dilution, 1:500; cat. no. ab182422; Abcam, plc., Cambridge, UK), polyclonal rabbit anti-CD31 (dilution, 1:300; cat. no. ab28364; Abcam, plc.), monoclonal rabbit anti-CD8α (dilution, 1:400; cat. no. D4W2Z; Cell Signaling Technology, Inc.), monoclonal rabbit anti-CD4 (dilution, 1:400; cat. no. D7D2Z; Cell Signaling Technology, Inc.), polyclonal goat anti-mouse NKp46/NCR1 (dilution, 10 μg/mL; cat. no. AF2225; R&D Systems, Inc., Minneapolis, MN, USA), rabbit anti-alpha smooth muscle actin (α-SMA; dilution, 1:50; cat. no. ab5694; Abcam, plc.), polyclonal rabbit anti-mouse type I collagen (dilution, 1:500; cat. no. 20151; Novotec, Bron, France), and polyclonal goat anti-fibronectin (FN; dilution, 1:200; cat. no. sc-6952; Santa Cruz Biotechnology, Inc., Dallas, TX, USA). The following two secondary antibodies were used: polyclonal goat anti-rabbit immunoglobulin/biotinylated antibody (dilution, 1:500; cat. no. E0432; Dako, Glostrup Kommune, Denmark) and polyclonal rabbit anti-goat immunoglobulin/biotinylated antibody (dilution, 1:500; cat. no. E0466, Dako). Apoptosis was quantified using the terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assay with the ApopTag Plus Apoptosis Detection kit (#S7101; Millipore-Chemicon International, Temecula, CA).

The fixed tumor tissue was cut into sections of 4 μm thickness and used for immunostaining. Immunostaining was performed to examine CD8, CD4, NKp46/NCR1, αSMA, type 1 collagen, fibronectin, CD31, F4/80, and CD163 according to a previously reported protocol [18]. Ki67 labeling and apoptosis indices were evaluated with reference to a previous report [19]; these indices were defined as the ratio of positive cells to the total number of cells counted; they are expressed as percentage. All images were captured using an all-in-one fluorescence microscope (BZ-X710, KEYENCE, Osaka, Japan).

Quantification was randomly performed in five different microscopic fields of view (magnification, 400×). Positive cell counts, positive areas, and the total number of cells were automatically evaluated using a hybrid cell count application (BZ-H3C; KEYENCE, Osaka, Japan) with BZ-X Analyzer software (BZ-H3A; KEYENCE).

### RNA sequencing (RNA-Seq) analysis

Tumors (control group and anti-TNFα mAb group) that developed post-orthotopic transplantation were mechanically isolated using a homogenizer. RNA extraction was then performed using the RNeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Library construction and data processing were performed by Qiagen (Hilden, Germany).

The following library preparation kits and sequencing equipment manufacturer’s protocols were used: for poly(A) RNA preparation, Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA); for library preparation, NEBNext® Ultra™II Directional RNA Library Prep Kit for Illumina® (New England Biolabs, Ipswich, MA, USA); for sequencing, NovaSeq 6000 (Illumina Inc., San Diego, CA).

The quality of the raw paired-end sequence reads was assessed with FastQC (Version 0.11.7; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low-quality (< 20) bases and adapter sequences were trimmed using Trimmomatic software (Version 0.38) with the following parameters: ILLUMINACLIP: path/to/adapter.fa:2:30:10 LEADING:20 TRAILING:20 SLIDINGWINDOW:4:15 MINLEN:36. The trimmed reads were aligned to the reference genome using RNA-seq aligner HISAT2 (Version 2.1.0). The HISAT2-resultant.sam files were converted to.bam files using samtools and were used to estimate the abundance of uniquely mapped reads with featureCounts (Version 1.6.3). The raw counts were normalized with transcripts per million (TPM). Based on the normalized read counts, we conducted comparative analyses of samples.

Differentially expressed genes (DEGs) were detected using DESeq2 (Version 1.24.0) with the threshold of |log2FC (Fold Change)| > 1 and p.adjust < 0.05 calculated using the Benjamini and Hochberg (BH) method. Gene set enrichment analysis was conducted using DAVID (Version 1.22.0) and gene ontology (GO) terms with p.adjust < 0.05 by the BH method were extracted. (Fig 2A and 2B) DEG data are presented in S1 Appendix. DEGs were analyzed by Ingenuity Pathway Analysis (IPA) (Version 51963813; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysi) [20]. Canonical pathways are expected to be "increased or decreased" on analyzing data on changes in gene expression, relative to known databases. Pathways with positive z-scores (indicated in orange) were predicted to increase activity, whereas those with negative z-scores (indicated in blue) were predicted to decrease activity. Pathways were classified into three categories according to their functions: immune response, stromal reaction, and cell proliferation (Fig 2C).

**Fig 2:**
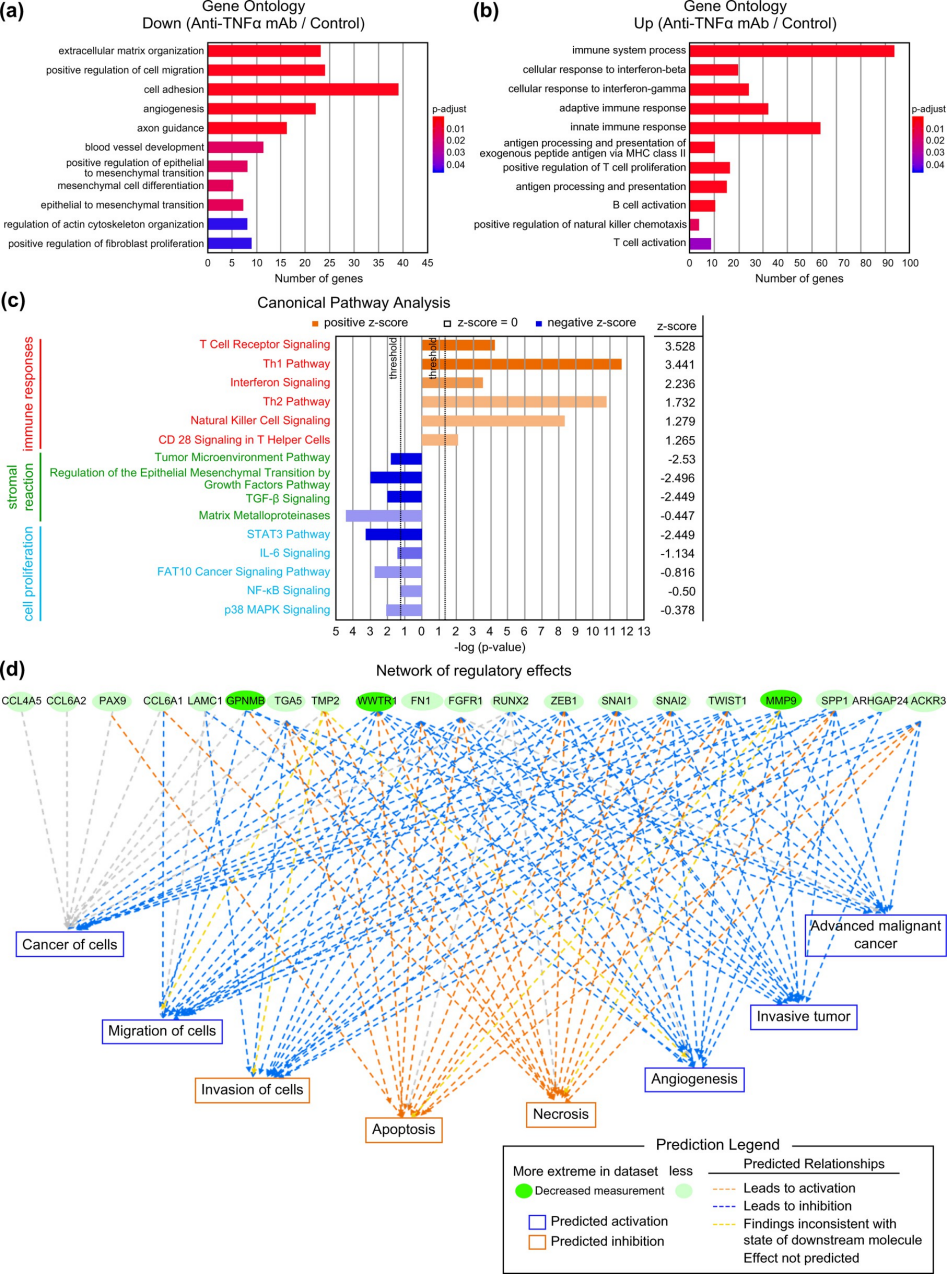
Summary of RNA sequencing analysis of the anti-TNFα mAb group and comparison with the control group. (a) GO terms that were downregulated in the anti-TNFα mAb group compared with those in the control group. Significant changes were defined with adjusted *P*-values of less than 0.05. Control group (n = 3), anti-TNFα mAb group (n = 3). (b) GO terms that were enriched in the anti-TNFα mAb group compared with those in the control group.Significant changes were defined with adjusted *P*-values of less than 0.05. Control group (n = 3), anti-TNFα mAb group (n = 3). (c) Canonical pathways identified using IPA that were upregulated or downregulated in the anti-TNFα mAb group compared with those in the control group. Extracted pathways are shown on the horizontal axis (threshold set at *P*-value < 0.05). Control group (n = 3), anti-TNFα mAb group (n = 3). (d) Network of regulator effects in the anti-TNFα mAb group compared with those in the control group observed using IPA. Control group (n = 3), anti-TNFα mAb group (n = 3). anti-TNFα mAb, anti-tumor necrosis factor-alpha monoclonal antibody; GO, Gene Ontology; IPA, ingenuity pathway analysis.

In the network of regulator effects, the functions and diseases predicted to be affected by gene-expression changes indicated by green circles, when visualized as a network (Fig 2D).

These data were obtained by Rhelixa (Tokyo, Japan).

### Statistical analysis

Significant differences in tumor weight and volume and the immunostaining results of the control and anti-TNFα mAb groups were assessed using Mann–Whitney U test. Differences were considered statistically significant at *P* < 0.05.

## Results

### Evaluation of the effect of TNFα on cell proliferation

The proliferation ability of CT cells when cultured with TNFα (100 pg/mL). Compared to that in the controls, significant cell proliferation was observed at 48 h (S1A Fig). Similar results were observed when cultured with TNFα at 1, 10, and 1000 pg/mL (data not shown). Regarding the proliferation ability of CT cells when cultured with TNFα (25, 50, 100, or 200 ng/mL) compared with that of the control, there was no significant difference with TNFα administration (S1B Fig).

### Administration of anti-TNFα mAb reduced the size of CT26 tumor in mice

Mice were subjected to orthotopic transplantation, and 1 mg of anti-TNFα mAb was administered intraperitoneally every 7 days as shown in Fig 1A. In the anti-TNFα mAb group, a macroscopic reduction in tumor size was observed compared with that in the control group, along with a significant reduction in tumor weight and volume (Fig 1B and 1C). No apparent lymph node or liver metastases were observed in both groups. No significant difference was observed in the body weight of mice during at analysis (Table 1, S2 Fig).

**Table 1:** Results of experiments performed with mice orthotopically transplanted with colorectal cancer cells and treated with anti-TNFα mAb.

Group	No.	Body weight, before g (range)	Body weight, after g (range)	Tumor weight, g (range)	Tumor volume, mm^3^ (range)	Lymph node metastasis, n	Liver metastasis, n
Control	12	22.0 (19.0–24.0)	20.0 (16.0–25.0)	0.55 (0.29–0.94)**	250.5 (125–650)*	0/12	0/12
Anti-TNFα mAb	8	21.5 (19.0–23.0)	20.5 (15.0–23.0)	0.27 (0.08–0.71)	125.0 (62.5–405)	0/8	0/8

Median (range), anti-tumor necrosis factor-alpha monoclonal antibody (anti-TNFα mAb)

*P < 0.05 vs. anti-TNFα mAb group

**P < 0.01 vs. anti-TNFα mAb group

### Immune response was enhanced, and stromal reaction, angiogenesis, and cell proliferation were suppressed

To investigate the effect of anti-TNFα mAb on gene expression in transplanted tumors, mRNA levels were analyzed, and GO and IPA analyses were used to comprehensively examine the differences in gene expression and pathways. 

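RNA was sequenced from cecal tumors of 3 control mice and 3 mice given anti-TNFα mAb, excised on day 21 after 10000 CT26 cells, a colon carcinoma line of BALB/c mice, had been placed in the cecal wall. The antibody was given at 1 mg per mouse every 7 days. The control mice received 500 μL of PBS according to the paper, whereas the sample records describe them as untreated. The poly(A) RNA libraries were directional, and the tissue was homogenized whole, so that the RNA came from every cell type in the excised piece. The deposited files give, for each library, whole-number counts of uniquely mapped reads over 49585 genes, made by the authors with HISAT2 and featureCounts, and TPM values derived from them. The total counts were 20908850, 16033594 and 20471843 in controls 1, 2 and 3, and 17494772, 16442143 and 17877873 in anti-TNFα mAb 1, 2 and 3. The genome build is not given in the sources used here, but the coordinates of 45128 of 49326 genes equal those of GENCODE M21 on GRCm38, so positions below are on that build.

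Transcripts of cecal epithelium differed between the libraries. Guca2a, the gene of the gut epithelial peptide guanylin, was at 199 CPM in control 1, at 0.135 and 0.150 CPM in controls 2 and 3, and at 214, 873 and 215 CPM in anti-TNFα mAb 1, 2 and 3. Averaged over 16 genes of cecal epithelium, the log2 CPM was 8.11 in control 1, 0.77 and 0.10 in controls 2 and 3, and 7.61, 9.33 and 7.85 in the antibody libraries. Genes of smooth muscle and of plasma cells were also higher in control 1 than in controls 2 and 3. Over all tested genes control 1 lay nearer to the antibody libraries than to the other controls, with correlations of 0.952 to 0.958 against 0.847 and 0.849.

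**Figure D1:**
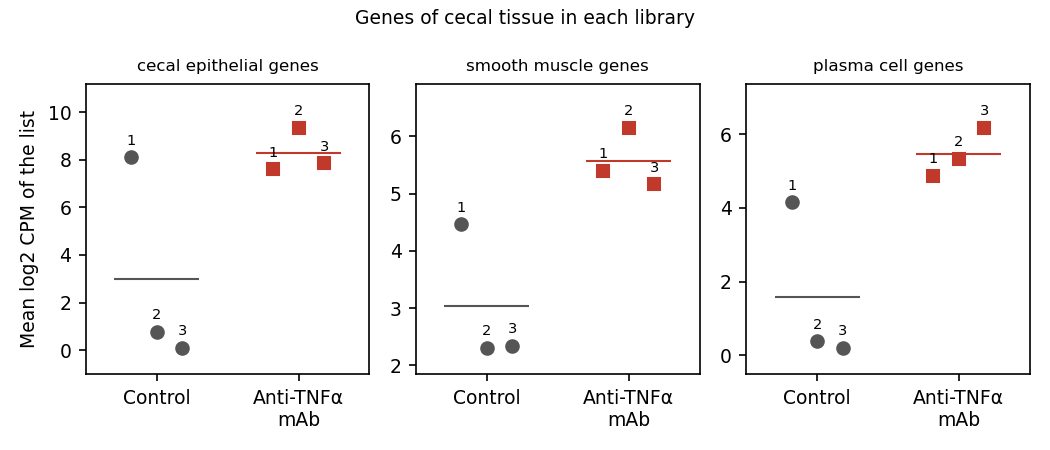
Mean log2 CPM of the cecal epithelial, smooth muscle and plasma cell genes in each library of the control group (circles) and the anti-TNFα mAb group (squares). The numbers give the replicate, the lines are the group means, and control 1 lies above controls 2 and 3 in each of the 3 plots.

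Counts were normalized by TMM and compared with edgeR's quasi-likelihood test over 16566 genes, at the thresholds of the paper (a log2 fold change beyond 1 and an adjusted p under 0.05). No gene passed by edgeR. The smallest adjusted p was 0.239, and 2836 genes had an unadjusted p under 0.05. DESeq2, the paper's tool, called 320 genes higher and 414 lower from the same counts, and edgeR without control 1 called 1823 higher and 655 lower. Without control 1, every antibody library has the cecal epithelial transcripts and controls 2 and 3 are nearly without them. That fit, here and below, therefore cannot tell the antibody from cecal tissue. The DESeq2 counts also rested on single libraries. They came to 2575 higher and 940 lower without control 1, 77 and 102 without control 2, 53 and 60 without control 3, 96 and 259 without anti-TNFα mAb 1, 602 and 423 without anti-TNFα mAb 2, and 44 and 190 without anti-TNFα mAb 3. In simulated counts with the dispersions of these libraries, edgeR recovered 0%, 17.9% and 69.7% of the genes changed by a log2 of 1, 2 and 4. It called 8 unchanged genes. DESeq2 recovered 14.9%, 70.1% and 92.4% of them and called 84 unchanged genes. Both used an adjusted p under 0.05 with no fold threshold, and the changed genes had means above 1 CPM. Each gene was drawn independently, without the differences that many genes share between the real libraries, so these rates may not hold for the real counts. Values below are TMM-normalized CPM as mean ± SD (n = 3), and fold changes are the antibody group over the control group.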

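Genes of the extracellular matrix were more often lower than higher in the tumors of mice given anti-TNFα mAb compared with control tumors. Of 130 tested genes annotated to extracellular matrix organization, 77 were lower and 53 higher. In 31 of them every antibody library lay below every control, against 4 in which every antibody library lay above. Genes unchanged between the groups give 10% for both directions together. The share over all tested genes was not counted and may exceed 10%, since 2836 of 16566 had an unadjusted p under 0.05 by edgeR. Adamts1, a secreted protease that cleaves matrix proteoglycans, was at 259 ± 76.5 CPM in control tumors and 91.7 ± 9.89 CPM in antibody tumors (SD, n = 3), a log2 fold change of -1.50 (standard error 0.24, adjusted p = 0.239 from edgeR). Genes of positive regulation of cell migration numbered 120 lower and 111 higher with a median log2 fold change of -0.05, but in 49 of them every antibody library lay below every control and in 16 above. Among them the adhesion molecule Cdh13 had a log2 fold change of -1.76 (standard error 0.27) and Cav1, the main protein of caveolae, of -0.85 (standard error 0.15), both at an adjusted p of 0.239 from edgeR. Of 39 genes of epithelial to mesenchymal transition, 26 were lower, with a median log2 fold change of -0.47. Fgfr1, a receptor of fibroblast growth factors in this term and in angiogenesis, had the most negative log2 fold change of its 4 leading members, -2.57 (standard error 0.48), at 511 ± 330 CPM in control and 86.2 ± 5.20 CPM in antibody tumors.

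The other terms of Fig. 2A varied. In blood vessel development 43 genes were lower and 22 higher, in positive regulation of fibroblast proliferation 39 and 21, in positive regulation of epithelial to mesenchymal transition 25 and 15, in axon guidance 71 and 57, and in regulation of actin cytoskeleton organization 37 and 34. Genes of angiogenesis numbered 122 lower and 109 higher with a median log2 fold change of -0.06, and genes of cell adhesion 172 lower and 212 higher with a median of 0.17. Among those that separated the groups completely, more were lower, 44 against 14 in angiogenesis and 68 against 31 in cell adhesion (unchanged genes give 10% for both directions together). Among the 4 leading genes of angiogenesis, the chemokine gene Ccl2 (2.27, standard error 0.39) and the aminopeptidase gene Enpep (2.30, standard error 0.43) were higher, and Cav1 and Fgfr1 lower. Antxr1, a collagen-binding receptor of the term blood vessel development, had a log2 fold change of -1.98, and Etv1, a transcription factor of the term axon guidance, of -1.84. Antxr1 was at 133 CPM in control 1 and at 376 and 308 CPM in controls 2 and 3. Krt19, a keratin gene of epithelium and mesothelium, divided the libraries differently, with 731 CPM in control 1, 1.29 and 0.549 CPM in controls 2 and 3, and 542 to 1227 CPM in antibody tumors.

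Since edgeR called no gene lower over all 6 libraries, none of the 10 terms analysed here was enriched in its calls, although 30 genes of extracellular matrix organization were lower at an unadjusted p under 0.05. Among the 414 genes called lower by DESeq2, 8 of 10 terms passed a one-sided Fisher's exact test adjusted over 4406 terms. By that Fisher's exact test they included extracellular matrix organization (21 genes, adjusted p = 1.77e-07), positive regulation of cell migration (23 genes, adjusted p = 8.21e-05), angiogenesis (17 genes, adjusted p = 0.0203) and epithelial to mesenchymal transition (7 genes, adjusted p = 0.0104). Without control 1, edgeR's calls were enriched in 6 of 10 terms, and under the other alternatives each term stayed at an adjusted p of 1. Without control 1, however, some terms also had many genes called higher: 31 higher and 27 lower in positive regulation of cell migration, 70 and 44 in cell adhesion, 20 and 23 in angiogenesis and 22 and 14 in axon guidance, against 6 and 23, 5 and 29, 4 and 17, and 2 and 11 by DESeq2. The set test camera placed extracellular matrix organization (adjusted p = 0.00554), blood vessel development (adjusted p = 0.00194), fibroblast proliferation and both transition terms lower than other genes, and all 5 calls were lost at an adjusted p = 0.437 with an estimated correlation.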

The GO analysis showed that GO terms such as “extracellular matrix organization,” “positive regulation of cell migration,” “angiogenesis,” and “epithelial to mesenchymal transition” were significantly downregulated in the group treated with anti-TNFα mAb compared with those in the control group (Fig 2A). The GO terms related to immune response, such as “T cells” and “interferons,” were significantly enriched in the group treated with anti-TNFα mAb compared with those in the control group (Fig 2B).

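Genes of the immune response were mostly higher in tumors of mice given anti-TNFα mAb. Of 425 tested genes of the term immune system process, 304 were higher and 121 lower, and of 117 genes of adaptive immune response, 94 were higher and 23 lower. The response to interferon-beta had the larger shift, with 36 of 44 genes higher and a median log2 fold change of 1.79. In that term Ifi209, an interferon-inducible gene, was at 1.83 ± 0.855 CPM in control and 9.03 ± 5.14 CPM in antibody tumors (SD, n = 3), and Pnpt1, a mitochondrial RNA-degrading enzyme, had a log2 fold change of 0.75 (standard error 0.21, adjusted p = 0.241 from edgeR). Ifi207, a family member of Ifi209, went the other way, from 69.7 ± 24.0 to 28.3 ± 6.06 CPM. In 59 genes of immune system process every antibody library lay above every control and in 28 below (unchanged genes give 10% for both directions together).

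Lymphocyte genes led the term adaptive immune response. Slamf1, a receptor of activated T and B cells, had a log2 fold change of 3.15 (standard error 0.49) and Cd160, a receptor of cytotoxic lymphocytes, of 3.18 (standard error 0.58), both at an adjusted p of 0.239 from edgeR and at under 4 CPM in every library. Ighm, the heavy chain of immunoglobulin M, was at 7.85 CPM in control 1, 2.30 and 5.99 CPM in controls 2 and 3, and 38.7, 27.2 and 68.5 CPM in antibody tumors. The complement protease gene Masp1, a leading member of innate immune response, was lower in antibody tumors (log2 fold change -1.70, standard error 0.30). In the term T cell activation 22 genes were higher and 16 lower, with a median of 0.11. Positive regulation of natural killer cell chemotaxis has 3 tested members, too few for the enrichment test, and all 3 had positive fold changes.

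At an unadjusted p under 0.05 by edgeR, 89 genes of immune system process were higher and 21 lower, but none passed the adjusted threshold, so none of the 10 testable terms of Fig. 2B was enriched. In the 320 genes called higher by DESeq2, 9 of 10 terms passed, led by adaptive immune response (29 genes, adjusted p = 6.85e-20) and immune system process (49 genes, adjusted p = 7.05e-20), and T cell activation (5 genes) stayed at an adjusted p of 0.0851. Without control 1, 4 of 10 terms passed in edgeR's calls: immune system process, the response to interferon-beta, adaptive and innate immune response. By camera the response to interferon-beta had an adjusted p = 3.59e-05, and an adjusted p = 0.437 with an estimated correlation.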

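In tumors of mice given anti-TNFα mAb, all 21 tested T cell genes and all 34 interferon response genes had positive fold changes. Their median log2 fold changes were 3.10 and 2.34. Lck, the kinase that starts T cell receptor signaling, was at 1.65 ± 0.663 CPM in control and 12.8 ± 6.27 CPM in antibody tumors (SD, n = 3), a log2 fold change of 2.95 (standard error 0.53, adjusted p = 0.239 from edgeR). Prkcq, a T cell protein kinase, and Lat, an adaptor of the T cell receptor, had log2 fold changes of 3.40 and 3.51. All 11 tested NK and cytotoxic genes were higher too, with a median of 3.09, among them the killer cell receptor gene Klra3 (4.46, standard error 1.21) and Nkg7, a protein of cytotoxic granules (3.67, standard error 1.00). Mean log2 CPM of the NK list was 0.66 in anti-TNFα mAb 2, near controls 1 and 2 at 0.53 and 0.49. It was -1.01 in control 3 and 3.14 and 3.61 in anti-TNFα mAb 1 and 3. Only 2 of 21 T cell and 1 of 11 NK genes reached 1 CPM in both controls 2 and 3, so these folds rest on few control reads.

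The interferon genes were far higher in anti-TNFα mAb 1 and 3 than in anti-TNFα mAb 2. Gbp2, a guanylate-binding protein induced by interferon, was at 502 and 489.8 CPM in anti-TNFα mAb 1 and 3, at 26.2 CPM in anti-TNFα mAb 2, and at 36.0, 14.9 and 7.43 CPM in the controls. All 34 genes were lower in anti-TNFα mAb 2 than in both other antibody libraries, which 35.6% of all tested genes were. Psmb10, an immunoproteasome subunit, had a log2 fold change of 2.21 (standard error 0.57) and Ifi47, an interferon-inducible GTPase, of 3.18 (standard error 0.87). The 16 antigen presentation genes had a median of 2.30. Their mean log2 CPM was 7.40 and 7.60 in anti-TNFα mAb 1 and 3, but 5.24 in anti-TNFα mAb 2, below control 1 at 5.52. Controls 2 and 3 were at 5.11 and 4.745. H2-T23, a class I molecule, was at 103 ± 41.2 CPM in control and 342 ± 135 CPM in antibody tumors (SD, n = 3), and Ciita, the master regulator of MHC class II, was at 24.9 and 25.4 CPM in anti-TNFα mAb 1 and 3 and 3.16 CPM in anti-TNFα mAb 2.

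**Figure D2:**
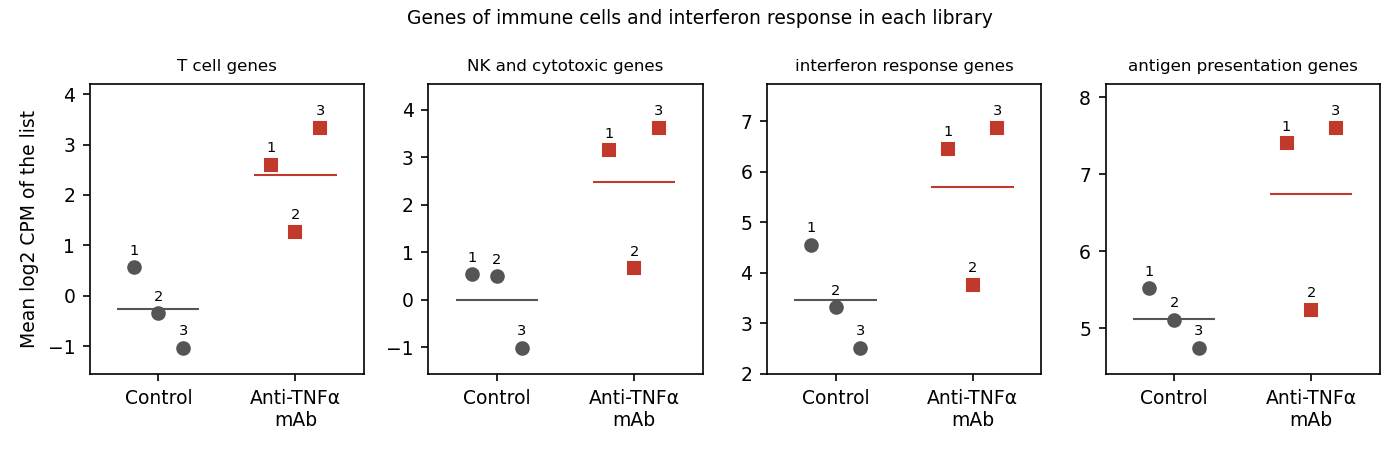
Mean log2 CPM of T cell, NK and cytotoxic, interferon response and antigen presentation genes in each library of the control group (circles) and the anti-TNFα mAb group (squares). The numbers give the replicate and the lines the group means, and anti-TNFα mAb 2 lies below anti-TNFα mAb 1 and 3 in each of the 4 plots.

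Helper T cell genes were also measured. The 8 tested Th1 genes had a median log2 fold change of 1.63, with the Th1 transcription factors Tbx21 at 3.37 and Stat4 at 2.91, and the 6 tested Th2 genes had a median of -0.34, with Il4ra, the receptor of interleukin 4, at -0.58. The mean log2 CPM of the Th1 genes was 2.51 and 2.90 in anti-TNFα mAb 1 and 3, but 0.64 in anti-TNFα mAb 2, inside the control values of 0.41, 0.69 and 0.50. Whether the Th1 and Th2 lists differ from each other was not tested.

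By edgeR none of these genes passed over all genes tested. Adjusted over the list alone, 17 T cell genes, 7 NK and cytotoxic genes, 2 Th1 genes, 3 antigen presentation genes and 0 interferon and Th2 genes passed, and at an unadjusted p under 0.05 there were 18, 9, 5, 10, 21 and 0. DESeq2 called 18 T cell, 8 NK and cytotoxic, 2 Th1, 10 antigen presentation, 18 interferon and 0 Th2 genes higher, and edgeR without control 1 called 15, 1, 1, 3, 10 and 0. Camera called the T cell (adjusted p = 2.04e-10), interferon (adjusted p = 8.20e-09), NK, Th1 and antigen presentation lists higher, each lost at an adjusted p = 0.508 with an estimated correlation. The directions of genes in the paper's table had been seen when the lists were written. Genes of cecal epithelium, such as Clca1 at 25.8 CPM in control 1, 0.0676 and 0.0499 CPM in controls 2 and 3 and 28.5 to 116 CPM in antibody tumors, were also present where T cell genes were higher.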

The canonical pathways extracted using the IPA predicted the association of the group treated with anti-TNFα mAb with enriched T cell-related pathways and pathways involved in immune response, such as “interferon signaling” and “natural killer cell signaling” compared with those in the control group. In the canonical pathway analysis, pathways related to stromal reaction, such as “tumor microenvironment pathway,” “regulation of the epithelial mesenchymal transition by growth factor pathway,” “TGF-β signaling,” and “inhibition of matrix metalloproteinase” were expected to be suppressed, and pathways related to tumor growth, such as “inhibition of signal transducer and activator of transcription (STAT3) pathway,” “IL-6 signaling,” “FAT10 cancer signaling pathway,” “NF-κB signaling,” and “p38 mitogen-activated protein kinase (MAPK) signaling” were expected to be inhibited (Fig 2C). 

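Genes of the EMT program were lower in tumors of mice given anti-TNFα mAb. All 13 tested EMT genes had negative fold changes, with a median log2 fold change of -1.29. In 12 of them every antibody library lay below every control (unchanged genes give 10% for both directions together). Fn1, Itga5, Runx2, Snai1, Snai2, Twist1, Wwtr1 and Zeb1 of this list are also network genes of Fig. 2D. The study chose those on the same tumors, so the shared direction is not independent evidence. Prrx1 is in the part of the paper's table that was read before the lists were written. Twist1, a transcription factor that drives EMT, was at 245 ± 61.6 CPM in control and 99.9 ± 6.95 CPM in antibody tumors (SD, n = 3), a log2 fold change of -1.29 (standard error 0.22, adjusted p = 0.239 from edgeR), and Prrx1, a mesenchymal transcription factor, was at 847 ± 272 and 339.8 ± 30.1 CPM. Of 27 collagen and matrix genes, 19 were lower and 8 higher, with a median of -0.73. Mean log2 CPM of this list was 7.30, 8.75 and 7.79 in controls 1, 2 and 3. It was 7.28, 6.42 and 7.795 in anti-TNFα mAb 1, 2 and 3. Control 1 thus lay inside the range of the antibody libraries. The laminin gene Lamb1 had a log2 fold change of -1.74 (standard error 0.37) and Thbs2, a matrix thrombospondin, of -2.17 (standard error 0.58). Of 11 fibroblast genes, 7 were lower, among them Pdgfra (-1.88), a growth factor receptor of fibroblasts, and Ddr2 (-1.06), a collagen receptor. Mean log2 CPM of the fibroblast list was 5.28, 6.04 and 5.72 in controls 1, 2 and 3. In anti-TNFα mAb 1, 2 and 3 it was 5.15, 5.06 and 5.97, a range that also held controls 1 and 3.

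The TGF-β signaling genes had a median log2 fold change of -0.64, with 13 of 20 lower. Acvr1, a receptor of the family, was at 90.5 ± 30.7 CPM in control and 31.2 ± 5.10 CPM in antibody tumors, and Inhba, a subunit of activin, had a log2 fold change of -2.34 (standard error 0.63), while Smad6, an inhibitor of the pathway, had one of 1.33 (standard error 0.31). The 15 matrix metalloproteinase genes were divided, 9 lower and 6 higher, with Mmp11 at -1.49 and Mmp19 at -2.01.

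The genes of 3 growth pathways were measured as well. The IL-6 and STAT3 list had a median of -0.24 with 15 of 19 genes lower, and Il6 itself was at 12.6, 26.6 and 93.9 CPM in controls 1, 2 and 3 and at 13.6, 5.48 and 10.1 CPM in antibody tumors. Mean log2 CPM of the list was 5.71 in control 1, below anti-TNFα mAb 1 and 3 at 6.00 and 5.80. It was 6.215 and 6.395 in controls 2 and 3 and 5.19 in anti-TNFα mAb 2. Stat3 had a log2 fold change of -0.41 (standard error 0.31, adjusted p = 0.488 from edgeR) and Il6st, the shared receptor subunit gp130, of -0.62 (standard error 0.20). Of 22 TNF and NF-κB genes, 12 were lower and 10 higher, with a median of -0.04. Ccl2, a chemokine gene induced by NF-κB, was at 16.7 ± 5.48 CPM in control and 80.7 ± 35.4 CPM in antibody tumors, and Traf1, an adaptor of TNF receptors, was at 42.1 ± 4.11 and 24.0 ± 5.00 CPM. The 12 p38 MAPK genes had a median of -0.25, with Mapk14, p38α, at -0.45 (standard error 0.15) and Mapk11 at -0.71 (standard error 0.22). FAT10 signaling was not analysed here.

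None of these genes passed by edgeR over all genes tested. Adjusted over the list alone, 11 EMT genes, 8 matrix, 3 fibroblast and 6 TGF-β genes were lower and 1 TGF-β gene (Smad6) and 1 NF-κB gene (Ccl2) higher, with 0 from the other lists. At an unadjusted p under 0.05 by edgeR 11 EMT, 10 matrix, 4 fibroblast, 9 TGF-β, 3 metalloproteinase, 5 IL-6 and STAT3, 1 NF-κB and 4 p38 genes were lower, and 1 fibroblast, 1 TGF-β and 2 NF-κB genes higher. DESeq2 called 10 EMT, 8 matrix, 3 fibroblast, 6 TGF-β, 3 metalloproteinase, 1 IL-6 and STAT3, 1 NF-κB and 0 p38 genes lower, and edgeR without control 1 called 11, 10, 4, 8, 3, 4, 0 and 1. Higher calls came to 1 fibroblast, 1 TGF-β and 1 NF-κB gene by DESeq2, and to 1 fibroblast, 2 metalloproteinase, 2 NF-κB and 2 p38 genes by edgeR without control 1. Camera placed the EMT (adjusted p = 4.36e-09), matrix, TGF-β and IL-6 and STAT3 lists lower, and all 4 calls were lost, at adjusted p = 0.508 for EMT and TGF-β and higher values for matrix and IL-6 and STAT3, with an estimated correlation. Beside the EMT genes, cecal epithelial genes were in each antibody library and in control 1. In 12 EMT genes the antibody libraries also lay below control 1 alone, which 23.8% of all tested genes did, but the network genes among them were chosen with control 1 counted as a control. Of 16 epithelial genes, 14 were higher in control 1 and each antibody library than in controls 2 and 3. Krt20, an epithelial keratin gene, was the only 1 of the 16 with a negative fold change, at 1687 ± 383 CPM in control and 964 ± 209 CPM in antibody tumors.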

The main figure of the network of regulator effects showed “migration of cells,” “invasive tumor,” “proliferation of cells,” “advanced malignant cancer,” and “apoptosis” through the suppression of genes such as *MMP9* and *FN1* (Fig 2D).

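All 20 genes taken from the labels of the network in Fig. 2D had lower mean values in tumors of mice given anti-TNFα mAb. The labels of Col4a5, Col6a1, Col6a2, Itga5 and Timp2 were read differently there, and these 5 identities are inferred. Fn1, the gene of fibronectin on chromosome 1 from 71585520 to 71653200, was at 3555 ± 2107 CPM in control and 553 ± 268 CPM in antibody tumors (SD, n = 3). Its log2 fold change was -2.68 (standard error 0.61, adjusted p = 0.239 from edgeR). Mmp9, the gene of a gelatinase that degrades basement membrane collagen, lies on chromosome 2 from 164940780 to 164955850. It was at 80.3 ± 63.1 CPM in control and 11.6 ± 7.49 CPM in antibody tumors (SD, n = 3), a log2 fold change of -2.79 (standard error 1.05, adjusted p = 0.273 from edgeR).

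The other network genes encode matrix proteins and receptors, transcription factors and signaling proteins. Among the matrix genes, Col6a1 had a log2 fold change of -1.98 (standard error 0.42), Col6a2 of -1.64 (standard error 0.31), Col4a5 of -1.34 (standard error 0.38) and the laminin gene Lamc1 of -1.84 (standard error 0.41). Timp2, an inhibitor of metalloproteinases, was at 1359 ± 339.8 CPM in control and 453 ± 59.8 CPM in antibody tumors. The EMT transcription factors Snai1, Snai2 and Zeb1 had log2 fold changes of -1.32, -1.03 and -1.27, and Runx2, Wwtr1 and Pax9 of -1.49, -1.55 and -1.38. Spp1, the gene of the secreted phosphoprotein osteopontin, was at 12570 ± 6034 CPM in control and 4985 ± 219 CPM in antibody tumors. Itga5, the fibronectin receptor subunit, had a log2 fold change of -1.46, Gpnmb of -2.63, Ackr3 of -1.29 and Arhgap24 of -1.26. The remaining 2 genes, Fgfr1 and Twist1, are described with the terms and the EMT program.

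**Figure D3:**
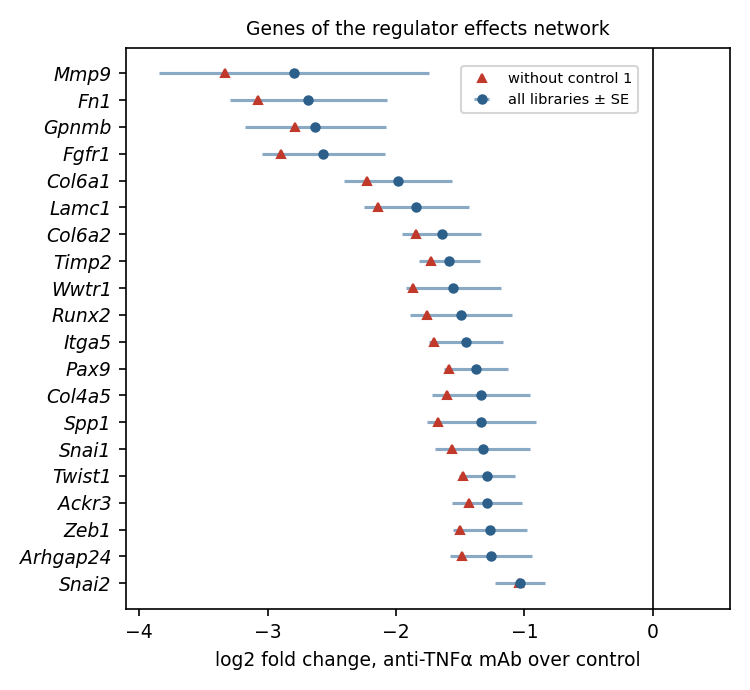
Log2 fold changes of the 20 genes of Fig. 2D, anti-TNFα mAb over control. Circles with bars are the values over 6 libraries with their standard errors, triangles the values without control 1, and all lie below 0.

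None of the 20 genes passed by edgeR, where each had an unadjusted p under 0.05. DESeq2 called all 20, with adjusted p values of 0.000408 for Fn1 and 0.0304 for Mmp9, and edgeR without control 1 called all 20, at 0.0101 and 0.0140. Over all alternatives the adjusted p of Fn1 ranged up to 0.570 and that of Mmp9 up to 0.572. Since the study chose these genes on the same tumors, their shared direction is not independent evidence. In control 1, which has cecal epithelial transcripts like the antibody tumors, Fn1 was at 1357 CPM against 5558 and 3751 CPM in controls 2 and 3.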

These results suggest that the administration of anti-TNFα mAb suppresses tumor-associated pathways. 

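Proliferation genes were at nearly the same level in tumors of both groups. Of 22 tested genes of DNA replication and mitosis, 13 were lower and 9 higher with anti-TNFα mAb, with a median log2 fold change of -0.06 and a range from -0.57 to 0.33. The mitotic transcription factor Foxm1 was at the lower end, at 92.2 ± 28.3 CPM in control and 62.1 ± 16.6 CPM in antibody tumors (SD, n = 3), and the mitotic kinase Plk1 at the upper end, at 51.1 ± 13.6 and 64.2 ± 3.47 CPM. Mki67, the gene of the proliferation marker Ki-67, was at 189 ± 47.4 and 149.5 ± 17.15 CPM, a log2 fold change of -0.34 (standard error 0.21, adjusted p = 0.427 from edgeR; two-sided exact permutation test, p = 0.2). Bub1, a kinase of the spindle checkpoint, had a log2 fold change of -0.41 (standard error 0.20, adjusted p = 0.348 from edgeR). Mean log2 CPM of the list was 6.36, 6.54 and 6.29 in controls 1, 2 and 3 and 6.40, 6.03 and 6.55 in anti-TNFα mAb 1, 2 and 3, so that these genes did not follow the cecal epithelial genes that set control 1 apart.

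Transcripts of the antibody's target and its receptors were also measured. Tnf was at 0.461 ± 0.406 CPM in control and 3.04 ± 1.93 CPM in antibody tumors (SD, n = 3), a log2 fold change of 2.68 (standard error 0.85, adjusted p = 0.253 from edgeR; adjusted p = 0.0372 without control 1, and up to 0.570 over the alternatives). The receptor genes Tnfrsf1a and Tnfrsf1b had log2 fold changes of -0.16 (standard error 0.21) and -0.41 (standard error 0.26).

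No proliferation gene had an unadjusted p under 0.05 by edgeR, and DESeq2 and edgeR without control 1 called none, as did edgeR adjusted over the list alone. From the lower GO terms of matrix, migration and angiogenesis, the higher immune terms and the pathways and network predicted by IPA in Fig. 2, the paper proposes that the antibody suppresses pathways associated with tumors.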

Anti-TNFα mAb may inhibit tumor progression by suppressing cell proliferation, enhancing immunity against tumors, increasing apoptosis, and suppressing stromal reaction and angiogenesis. Based on these results, additional evaluation was performed with immunostaining.

### Anti-TNFα mAb suppressed tumor growth and increased apoptosis

To assess the effect of anti-TNFα mAb, orthotopically implanted tumors were analyzed immunohistochemically. The Ki67-labeling index was significantly decreased in the anti-TNFα mAb group, indicating that tumor growth was suppressed by anti-TNFα mAb (Fig 3A and 3B).

**Fig 3:**
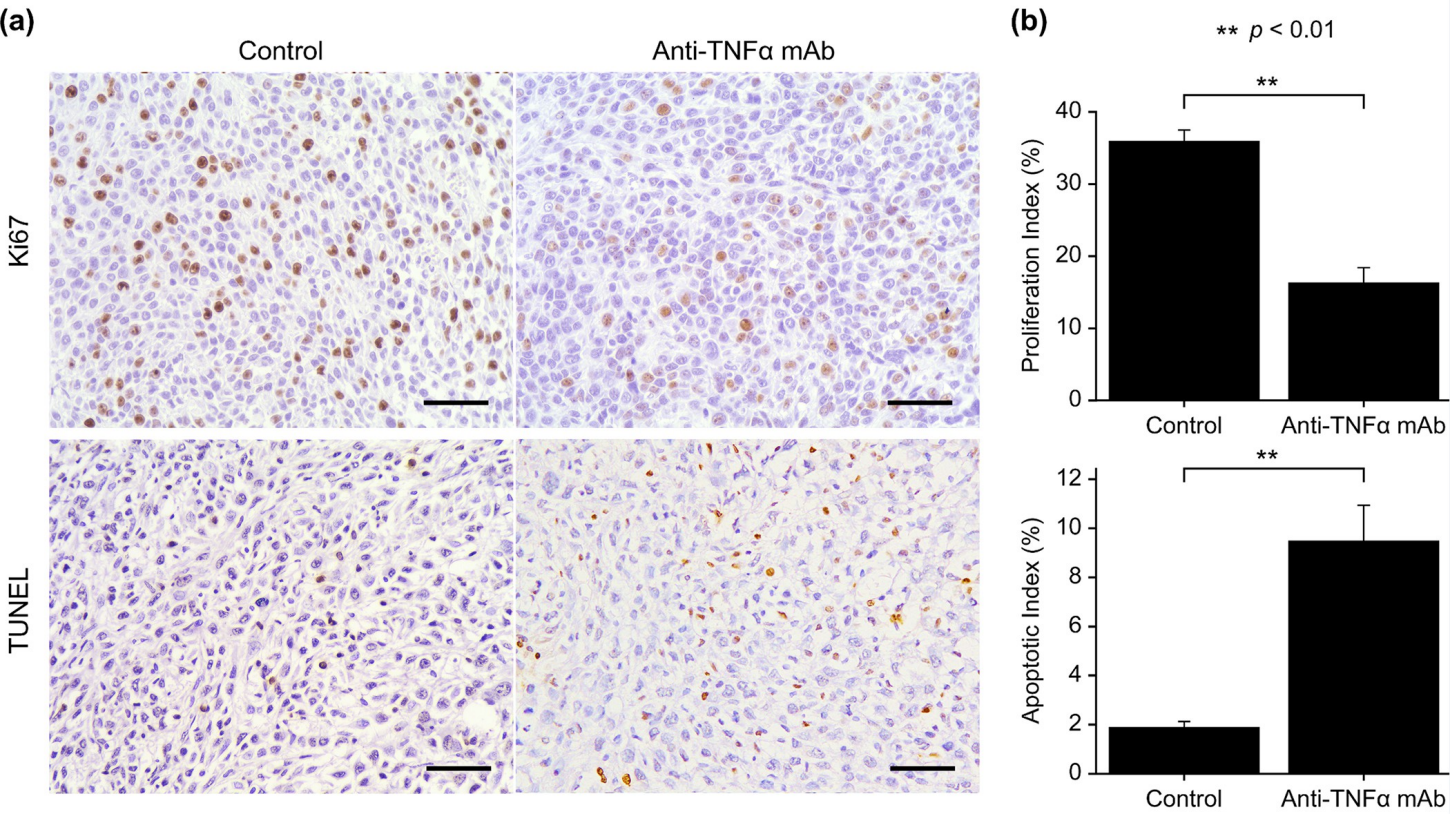
Immunohistochemical analysis for examining cell proliferation and apoptosis in transplanted tumors. (a and b) The number of cells stained positive for Ki67 was reduced in the anti-TNFα mAb group. The number of cells positive for TUNEL increased in the anti-TNFα mAb group. Data are presented as mean ± SEM. **P < 0.01. Scale bar, 50 μm. Control group (n = 12), anti-TNFα mAb group (n = 8). TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling; anti-TNFα mAb, anti-tumor necrosis factor-alpha monoclonal antibody.

Apoptosis was evaluated using the TUNEL method. The results showed that apoptosis was enhanced in the anti-TNFα mAb group. This finding is consistent with the upregulation of apoptosis observed in the RNA-Seq analysis (Fig 3A and 3B).

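Genes that promote apoptosis and genes that restrain it were mixed in direction. Of 19 tested pro-apoptotic genes, 12 were higher and 7 lower in tumors of mice given anti-TNFα mAb, with a median log2 fold change of 0.42. Tnfsf10, the gene of the death ligand TRAIL, was at 2.79 ± 3.02 CPM in control and 15.0 ± 5.47 CPM in antibody tumors (SD, n = 3), a log2 fold change of 2.42 (standard error 0.82, adjusted p = 0.255 from edgeR). Bid, which links death receptors to the mitochondrial pathway, had a log2 fold change of 0.61 (standard error 0.20, adjusted p = 0.254 from edgeR). Apaf1, the core of the apoptosome, was lower, at 38.8 ± 6.02 CPM in control and 26.0 ± 3.79 CPM in antibody tumors (SD, n = 3).

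Of 9 anti-apoptotic genes, 7 were lower and 2 higher, with a median of -0.19. Cflar, an inhibitor of caspase 8, had a log2 fold change of -0.71 (standard error 0.23), Bcl2l1, the gene of Bcl-xL, of -0.68 (standard error 0.19) and Mcl1 of -0.64 (standard error 0.24), whereas Birc2, an inhibitor of apoptosis, had one of 0.66 (standard error 0.21, adjusted p = 0.253 from edgeR). By edgeR no gene of either list passed, nor did any adjusted over the list alone, while at an unadjusted p under 0.05 there were 3 higher and 1 lower pro-apoptotic genes and 1 higher and 3 lower anti-apoptotic genes. DESeq2 called Tnfsf10 higher and no other gene of the lists. Without control 1 edgeR called 5 pro-apoptotic genes higher and 3 anti-apoptotic genes lower. Tnfsf10, like the cecal epithelial genes, was higher in control 1 than in the other controls, with 6.27 CPM in control 1 and 1.15 and 0.948 CPM in controls 2 and 3.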

### Anti-TNFα mAb suppressed stromal reaction and angiogenesis

Stromal reaction was evaluated using immunostaining for αSMA, type 1 collagen, and fibronectin. The expression of αSMA, type 1 collagen, and fibronectin was significantly downregulated in the anti-TNFα mAb group, indicating that the stromal reaction was suppressed in this group. These results were consistent with the suppression of stromal reaction observed in the RNA-Seq analysis (Fig 4A and 4B). 

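Transcripts of the 3 stained stromal proteins went in different directions in the tumors that were sequenced. Fn1, the fibronectin gene, was lower in every antibody library (862, 409.5 and 388 CPM) than in every control. Acta2, which encodes αSMA and lies on chromosome 19 from 34241090 to 34255336, was higher, at 26.9 ± 30.7 CPM in control and 129 ± 32.5 CPM in tumors of mice given anti-TNFα mAb (SD, n = 3), a log2 fold change of 2.26 (standard error 0.83, adjusted p = 0.270 from edgeR). Type 1 collagen showed no common direction. Col1a1, on chromosome 11 from 94936224 to 94953042, was at 303 ± 218 CPM in control and 466 ± 417 CPM in antibody tumors, a log2 fold change of 0.62 (standard error 0.91, adjusted p = 0.706 from edgeR). Col1a2, on chromosome 6 from 4504814 to 4541544, was at 995 ± 536 and 780.2 ± 493 CPM, a log2 fold change of -0.35 (standard error 0.60, adjusted p = 0.746 from edgeR).

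Acta2 is also a gene of smooth muscle, and 12 of 13 smooth muscle genes were higher in antibody tumors. Tagln, an actin-binding protein of smooth muscle, was at 61.2 CPM in control 1, 16.5 and 12.1 CPM in controls 2 and 3, and 159, 234 and 139 CPM in antibody tumors, beside 62.4, 9.33 and 8.93 CPM of Acta2 in the controls. Des, the gene of desmin, had a log2 fold change of 2.73 (standard error 0.56, adjusted p = 0.239 from edgeR). Fn1 and Acta2 each separated the groups completely (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow), and Col1a1 and Col1a2 did not (p = 0.7 and p = 0.6 from the exact permutation test).

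DESeq2 called Acta2 higher (adjusted p = 0.0333), and edgeR did so without control 1 (adjusted p = 0.00701), the lowest value over the alternatives, of which the highest was 0.570. The direction of the collagen genes rested on single libraries. The log2 fold change of Col1a1 was -0.30 without anti-TNFα mAb 3, and that of Col1a2 was 0.18 without control 2 and 0.0064 without anti-TNFα mAb 2.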

Immunostaining of CD31 was also performed to evaluate angiogenesis, and the vascular region was found to be significantly reduced in the anti-TNFα mAb group, indicating that angiogenesis was suppressed in this group. This result was consistent with the inhibition of angiogenesis observed in the RNA-Seq analysis (Fig 4A and 4B).

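Endothelial transcripts did not separate the tumors of the 2 groups. Pecam1, which encodes CD31 and lies on chromosome 11 from 106654217 to 106750628, was at 51.8 ± 7.83 CPM in control and 60.1 ± 22.1 CPM in tumors of mice given anti-TNFα mAb (SD, n = 3). Its log2 fold change was 0.21 (standard error 0.31, adjusted p = 0.701 from edgeR; two-sided exact permutation test, p = 0.6), and it was -0.030 without anti-TNFα mAb 3. Of 16 tested endothelial genes, 14 were higher and 2 lower, with a median log2 fold change of 0.27. Vwf, the gene of von Willebrand factor, was at 5.60 ± 1.91 CPM in control and 10.7 ± 3.34 CPM in antibody tumors, and Egfl7, a secreted endothelial protein, was at 12.7 ± 4.72 and 22.1 ± 8.82 CPM. Flt1, a receptor of VEGF, was lower, with a log2 fold change of -0.83 (standard error 0.32, adjusted p = 0.273 from edgeR).

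Of 16 angiogenic factor genes, 10 were lower and 6 higher, with a median of -0.13. Nrp2, a coreceptor of VEGF, had a log2 fold change of -0.81 (standard error 0.29), and Vegfc, the lymphatic growth factor, of 1.89 (standard error 0.57, adjusted p = 0.247 from edgeR). Vegfc was at 1.49 CPM in control 1 and 0.879 and 0.399 CPM in controls 2 and 3, against 2.96, 2.45 and 4.89 CPM in antibody tumors, with control 1, which has cecal epithelial transcripts, above controls 2 and 3. By edgeR 0 genes of both lists passed, adjusted over the list alone as well, with 1 higher and 1 lower gene of each list at an unadjusted p under 0.05. DESeq2 called 0 of them, and edgeR without control 1 called Vegfc higher.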

**Fig 4:**
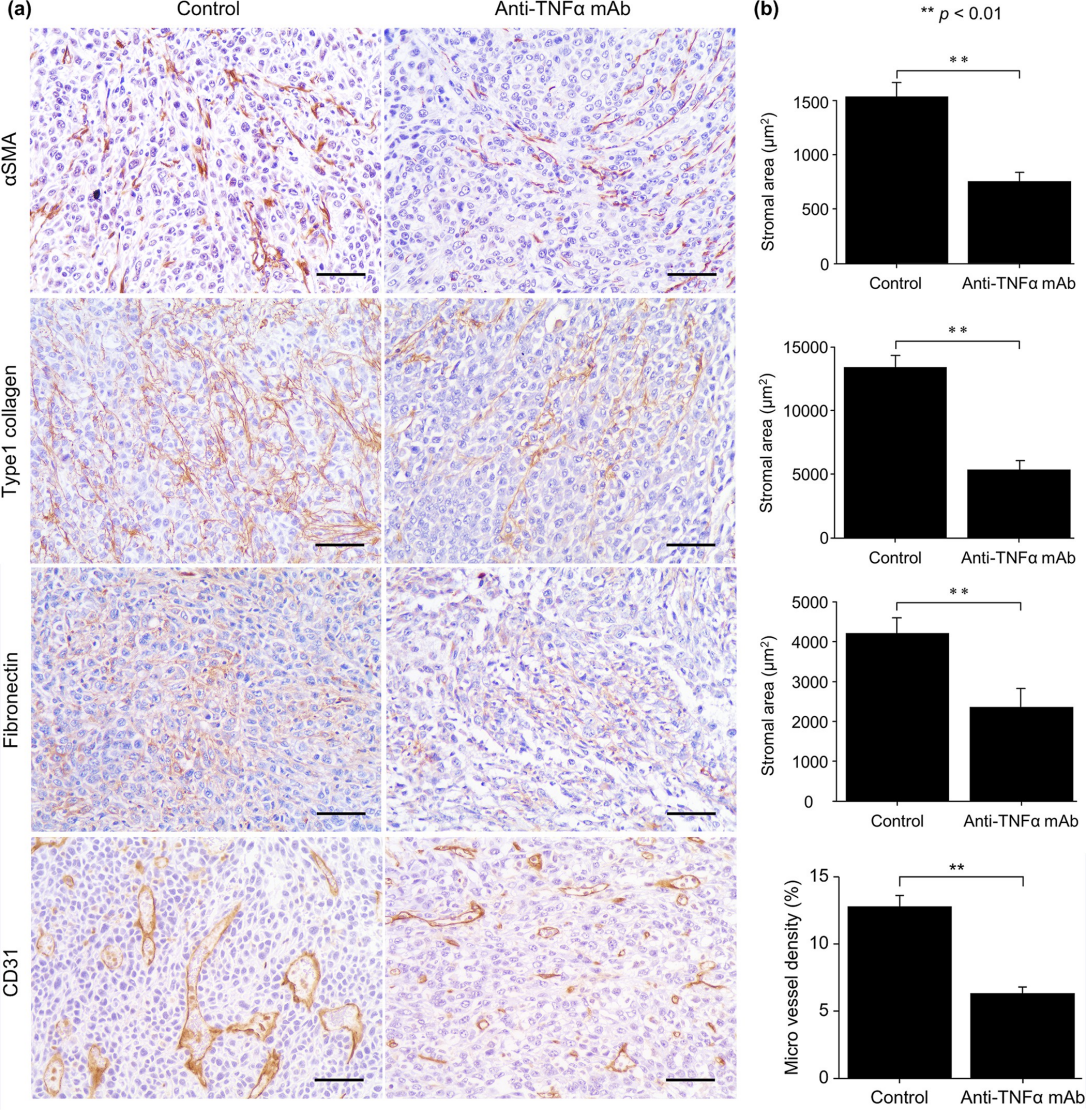
Immunohistochemical analysis of transplanted tumors for examination of stromal reaction and angiogenesis. (a and b) The area positive for αSMA, type1 collagen, fibronectin, and CD31 decreased in the anti-TNFα mAb group. Data are presented as mean ± SEM. *P < 0.05. **P < 0.01. Scale bar, 50 μm. Control group: n = 12 (×5 fields), anti-TNFα mAb group: n = 8 (×5 fields). αSMA, α‑smooth muscle actin; anti-TNFα mAb, anti-tumor necrosis factor-alpha monoclonal antibody.

### Anti-TNFα mAb enhanced tumor immunity and suppressed tumor-associated macrophages

Immunostaining of CD8, CD4, and NKp46/NCR1 (used to evaluate natural killer cells) was performed to assess immunity against the tumor. The number of cells that were positive for the expression of CD8 and NKp46/NCR1 was significantly increased in the anti-TNFα mAb group, indicating that immunity against the tumor was enhanced in the anti-TNFα mAb group. The expression of CD4 did not differ between the groups, which was inconsistent with the RNA-Seq results (Fig 5A and 5B).

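In the sequenced tumors Cd4 transcripts were higher on average with anti-TNFα mAb, but the groups overlapped. Cd4, on chromosome 6 from 124864692 to 124888221, was at 4.37, 0.879 and 0.798 CPM in controls 1, 2 and 3 and at 4.41, 3.16 and 7.89 CPM in anti-TNFα mAb 1, 2 and 3. Its log2 fold change was 1.34 (standard error 0.78, adjusted p = 0.404 from edgeR; two-sided exact permutation test, p = 0.2). Cd8a, on chromosome 6 from 71373427 to 71379173, was at 1.78 ± 1.88 CPM in control and 17.3 ± 15.1 CPM in antibody tumors (SD, n = 3), a log2 fold change of 3.26 (standard error 1.32, adjusted p = 0.289 from edgeR; two-sided exact permutation test, p = 0.2). Its level was 18.9 and 31.5 CPM in anti-TNFα mAb 1 and 3 but 1.35 CPM in anti-TNFα mAb 2, below control 1 at 3.90 CPM.

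Ncr1, the gene of NKp46, was too low in most libraries to pass the filter on low counts. With every counted gene kept, its log2 fold change was 3.12 (standard error 0.84, adjusted p = 0.323 from edgeR; two-sided exact permutation test, p = 0.1), from 0.244 ± 0.0382 CPM in control to 2.13 ± 1.89 CPM in antibody tumors (SD, n = 3). Cd3d, a chain of the T cell receptor complex, was at 0.488 ± 0.433 and 6.36 ± 4.39 CPM, and Cd2, an adhesion molecule of T and NK cells, had a log2 fold change of 4.08 (standard error 0.90, adjusted p = 0.239 from edgeR).

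DESeq2 called Cd8a higher (adjusted p = 0.0457) and not Cd4 (adjusted p = 0.31). Without control 1, which has cecal epithelial transcripts and the highest Cd4 value among the controls, edgeR called Cd4 higher (log2 fold change 2.61, adjusted p = 0.0293) and not Cd8a (log2 fold change 4.61, adjusted p = 0.0775). Over the alternatives the adjusted p ranged up to 0.666 for Cd4 and up to 0.584 for Cd8a.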

**Fig 5:**
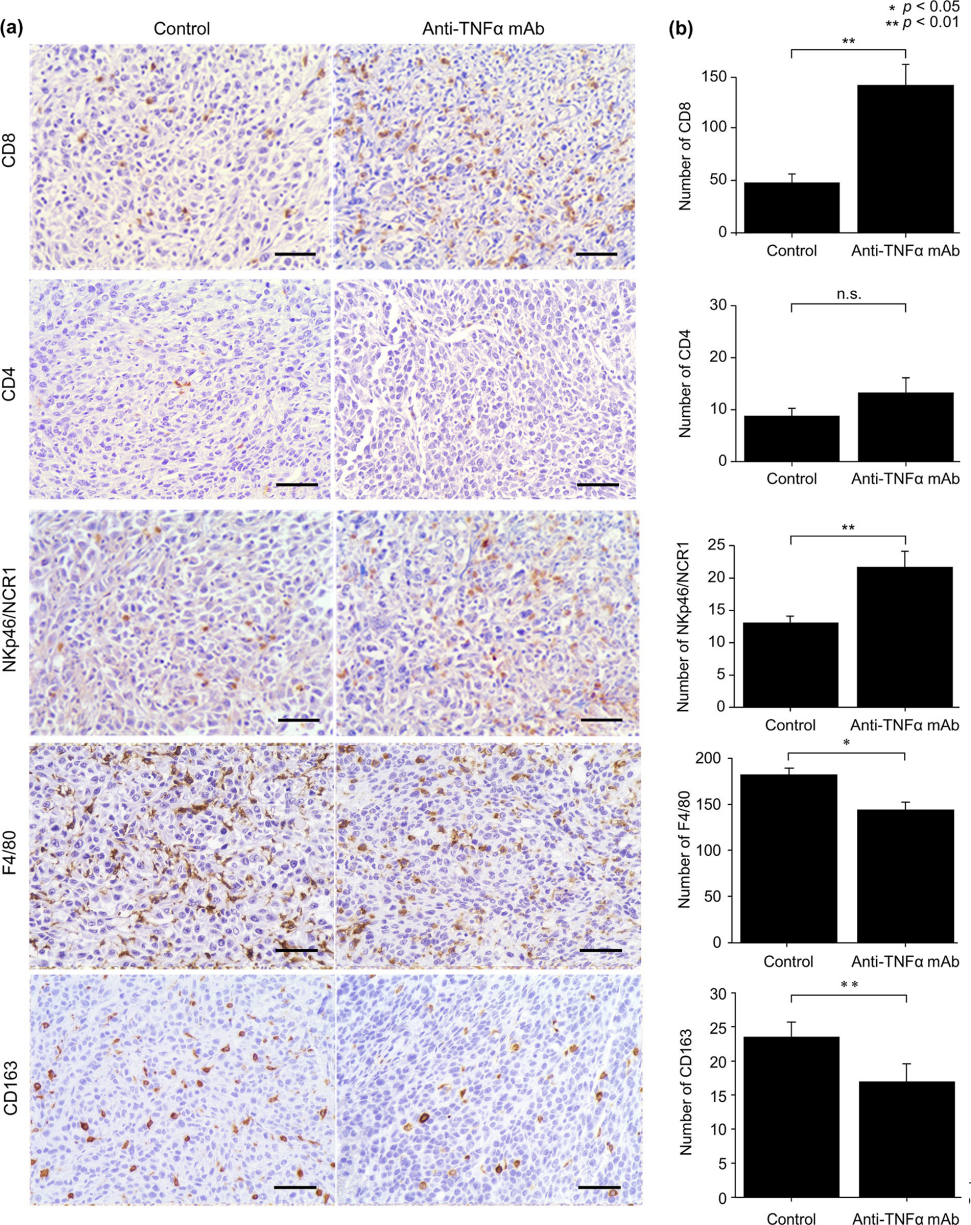
Immunohistochemical analysis of transplanted tumors for immune response and tumor-associated macrophages. (a and b) The number of cells positive for CD8 and NKp46/NCR1 was reduced in the anti-TNFα mAb group. The number of cells positive for CD4 did not differ between the groups. The expression of F4/80 and CD163 was reduced in the anti-TNFα mAb group. Data are presented as mean ± SEM. * *P* < 0.05. **P < 0.01. Scale bar, 50 μm. Control group (n = 12), anti-TNFα mAb group (n = 8). anti-TNFα mAb group, anti-tumor necrosis factor-alpha monoclonal antibody.

F4/80 (a pan-macrophage marker) and CD163 (an M2 macrophage marker) were used in immunostaining to analyze tumor-associated macrophages [21, 22]. The expression of both F4/80 and CD163 was significantly reduced in the anti-TNFα mAb group, indicating a decrease in the number of TAM (Fig 5A and 5B).

In summary, the results demonstrated immunohistological changes, such as the suppression of cell proliferation, enhancement of immunity against tumors, enhancement of apoptosis rate, suppression of stromal reaction, and suppression of angiogenesis, in the anti-TNFα mAb group.

## Discussion

Studies on CRC have investigated the effects of anti-TNFα mAb on tumors *in vitro* and in CRC subcutaneously implanted models [12–14]. Although the orthotopic model is an excellent model for evaluating the TME [15–17], to the best of our knowledge, no study has examined the effect of anti-TNFα mAb on tumors using this model. This study is the first to examine the effect of anti-TNFα mAb on the TME using such a CRC orthotopic transplantation model. This enabled us to more comprehensively investigate the TME, including tumor growth, stromal reaction, angiogenesis, TAM, immunity against tumors, and apoptosis, compared to previous studies.

TNFα is a cytokine that was initially identified to be responsible for tumor necrosis [23]. Previous studies have suggested that high doses of TNFα administered directly into the tumor induce tumor necrosis. However, in recent years, small doses of TNFα, such as those produced by the tumor, have been considered a possible tumor-promoting agent [24].

Low doses of TNFα promote tumor growth and angiogenesis in mouse models of melanoma, lung cancer, and mammary tumors [25]. In CRC, the actual TNFα concentration in colon cancer tissue is reportedly as low as 150 pg/mL [12]. Low concentrations of TNFα are known to enhance the migration and invasion of CRC cells, such as CT26 [26]. In our study, low concentrations of TNFα increased tumor proliferation, similar to the results of the above-mentioned studies. In contrast, higher concentrations of TNFα did not result in an increase in tumor growth or a clear decrease in cell proliferation (S1 Fig). These results suggest that TNFα at endogenous tumor levels may aid in the promotion of tumor growth. Indeed, TNFα is a key mediator of cancer-related inflammation and is involved in tumor progression in the TME [24, 27–29]. Inhibition of TNFα also aids in the suppression of various carcinomas [30–33].

In CRC, high expression of TNFα is a poor prognostic factor. TNFα is highly expressed in *CT26* strains and human CRC, and the anti-tumor effect is enhanced upon administering anti-TNFα mAb in combination with oxaliplatin and 5-fluorouracil [12, 34, 35]. The administration of TNFα for the treatment of CT26 tumors affects tumor cell growth *in vitro* and tumor growth *in vivo* (subcutaneous transplantation) [36]. Therefore, suppressing the activity of TNFα may exert an anti-tumor effect.

In the present study, using an orthotopic transplantation model, we demonstrated that the administration of anti-TNFα mAb inhibits tumor growth, and the underlying mechanisms involves the suppression of stromal response, enhancement of tumor immunity, inhibition of angiogenesis, and increased apoptosis.

Under *in vitro* and *in vivo* (subcutaneous transplantation) conditions, TNFα mediates an increase in tumor growth, and inhibition of the activity of TNFα can lead to a reduction in tumor growth [36, 37]. In line with the previous study results, tumor growth was suppressed by anti-TNFα mAb in the orthotopic transplantation model used in this study.

Regarding the mechanism by which TNFα influences tumor growth, it is known that in CRC, one of the receptors of TNFα, namely TNFR2, regulates Ki67 expression, affecting fibroblast-associated proteins and αSMA, thereby increasing cell growth and migration [38].

In this study, apoptosis was enhanced in the anti-TNFα mAb group. Here, anti-TNFα mAb may have acted as a tumor suppressor. The suppression of NF-κB by anti-TNFα mAb inhibited the activity of antiapoptotic factors and promoted tumor apoptosis in a mouse liver model [27]. In a subcutaneous transplant model of melanoma and lung cancer, knocking out the gene encoding TNF receptor 2, the site of action of TNFα, enhanced apoptosis and suppressed tumor growth [39].

A study performed using colon cancer organoids has shown that TNF-α acts as a major factor mediating endothelial–mesenchymal transition (EMT) in the TME [40, 41]. TNF-α and TGF-β induce EMT via NF-κB in CRC cells, promoting CRC invasion and metastasis [42]. TNF-α is also known to promote TGF-β-induced EMT in human endothelial cells and oral squamous carcinoma-derived cells by enhancing TGF-β signaling. It also promotes cancer-associated fibroblast formation [43].

Matrix metalloproteinases (MMPs) have been implicated in EMT and angiogenesis in tumors [44]. 

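The lower mean of Mmp9 in tumors of mice given anti-TNFα mAb came from 2 of the 3 control tumors. Mmp9 was at 114 and 119 CPM in controls 2 and 3, at 7.53 CPM in control 1, and at 19.5, 4.64 and 10.5 CPM in anti-TNFα mAb 1, 2 and 3 (two-sided exact permutation test, p = 0.3). Control 1, the control that has cecal epithelial transcripts, lay inside the range of the antibody tumors. Of the 3 TGF-β genes, Tgfb2 had a log2 fold change of -1.44 (standard error 0.41, adjusted p = 0.241 from edgeR), Tgfb1 of -0.93 (standard error 0.48, adjusted p = 0.364 from edgeR) and Tgfb3 of -0.77 (standard error 0.30, adjusted p = 0.279 from edgeR). Tgfb1, the most abundant, was at 123 ± 40.6 CPM in control and 64.5 ± 32.2 CPM in antibody tumors (SD, n = 3), and Tgfb2 was at 10.4 ± 4.12 and 3.82 ± 1.12 CPM. Tgfbr3, a coreceptor of TGF-β, had a log2 fold change of -1.46 (standard error 0.35, adjusted p = 0.239 from edgeR). DESeq2 called Tgfb2 lower (adjusted p = 0.0372) and neither Tgfb1 nor Tgfb3. Without control 1, Tgfb2 passed by edgeR as well (adjusted p = 0.0280, and up to 0.570 over the alternatives).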

MMP-9, which was found to be suppressed in the RNA-Seq analysis in this study, is known to promote tumor invasion and angiogenesis by activating TGF-β in breast cancer cells [45]. Its expression is induced by tumor-derived TNFα in breast cancer cells [46]. We speculate that the administration of anti-TNFα mAb may have suppressed the expression of MMP-9 and TGF-β, which may have inhibited angiogenesis and EMT.

TNFα induces the downregulation of NCR1/NKp46 in NK cells [47]. In esophageal cancer, TNFα suppresses NK cell function via NF-κB [48]. In melanoma, TNFα inhibition promotes CD8 infiltration into the tumor [49]. As TNF signaling suppresses the functions of CD8 and NK cells, which mediate anti-tumor effects, TNF inhibition may promote their functions, thereby leading to anti-tumor effects. In this study, we observed a few cells positive for CD4 expression; however, no significant difference was observed between the groups. TAMs, which are involved in tumor progression and angiogenesis, were also evaluated immunohistochemically, as TAMs are known to exhibit the M2 phenotype. TNFα acts on tumor growth and macrophage proliferation in CRC cells, and subcutaneous transplantation of CRC cells suppresses the expression of TNFα, resulting in a reduction in the size of tumor and the number of macrophages [37].

The MAPK pathway is one of the pathways involved in differentiation into M2 macrophages, and inhibition of this pathway suppresses the differentiation into M2 macrophages. This mechanism may also inhibit tumor suppression and angiogenesis [50].

This study had some limitations. First, although the short-term effects of anti-TNFα mAb on tumors can be evaluated in basic research, including this study, the long-term effects of anti-TNFα mAb on tumors have not been evaluated. Second, we used only one colon cancer cell line, CT26, and the effects of anti-TNFα mAb on other carcinomas and other colon cancer cell lines were not studied. Therefore, it cannot be concluded that anti-TNFα mAb is effective against other organ cancers and CRC based only on the results of this study. Although CT26 is known to have a high mutation rate and high immunogenicity, it is interesting to compare treatment outcomes in less immunogenic tumors such as MC-38 and spontaneous models of colorectal cancer; this is a subject for future study.

Third, this study showed significant changes in immune responses in the tumor microenvironment; however, these findings have not been evaluated in detail, such as by flow cytometry. we believe that these are vital future research topics.

In conclusion, anti-TNFα mAb demonstrated the potential to suppress tumor growth, stromal reaction, and angiogenesis, mediate a reduction in the number of TAMs, increase immunity against tumor and apoptosis, and suppress CRC progression in the TME. However, further investigations in other cell lines and cancer cell models are required to validate this conclusion. Moreover, it remains unclear whether anti-TNFα mAb is clinically safe in humans. Therefore, additional research on the effects of the use of anti-TNFα mAb on tumors should be conducted to clarify these issues.

## Supporting information

S1 Fig Evaluation of the effect of TNFα on cell proliferation. (a) Proliferation ability of CT cells when cultured with TNFα (100 pg/mL). Compared to that in controls, significant cell proliferation was observed at 48 h. Similar results were observed on culture with TNFα at 1, 10, and 1000 pg/mL (data not shown). *P < 0.05. (b) Proliferation ability of CT cells on culture with TNFα (25–200 ng) compared with that of the controls; there was no significant difference with TNFα administration (25, 50, 100, or 200 ng/mL). TNFα, tumor necrosis factor-alpha.
(TIF)

S2 Fig Percentage body weight change of mice in control group and anti-TNFαmAb group. This figure shows the rate of weight change compared to DAY 0.
(TIF)

S1 Appendix Data of differentially expressed genes (DEGs).

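The table lists the genes that the authors' DESeq2 comparison called, with the mean count, the log2 fold change of antibody over control tumors and its standard error, the adjusted p, the position and the GO terms of each gene. The copy used here holds the first 442 of its 661 rows, 317 with higher and then 125 with lower values in tumors of mice given anti-TNFα mAb, so no overlap was tested on it. In the held rows the smallest size of a log2 fold change is 1.00 and the largest adjusted p is 0.0499, within the paper's thresholds. Of the genes named in the text, 66 are in these rows, and none of their log2 fold changes from edgeR differed from the paper's by more than the larger standard error.

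The largest difference of the 66 was 0.165, for Blk, a kinase of B cells, whose log2 fold change was 4.97 (standard error 0.99) from edgeR and whose value in the paper's table is 5.13. For the immunoglobulin gene Ighg2b the log2 fold change was 5.21 (standard error 1.67) from edgeR against the paper's reported value of 5.24. The estimates therefore matched while the tests differed. For Blk the adjusted p was 0.239 from edgeR, and for Ighg2b it was 0.253. Blk and Ighg2b were at 0.139 and 3.30 CPM in control 1, which has cecal epithelial transcripts, and Blk was at 0 in controls 2 and 3. Fold changes of genes at under 1 CPM rest on few reads.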

How the deposited data were processed for this re-analysis (not part of the article)

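RNA from cecal tumors of 3 control mice and 3 mice given anti-TNFα mAb was sequenced, with 1 library per tumor. The deposited counts were made by the authors, who trimmed the paired-end reads with Trimmomatic 0.38 and aligned them with HISAT2 2.1.0. They converted the alignments to BAM with SAMtools and counted uniquely mapped reads per gene with featureCounts 1.6.3. The deposited TPM values were computed by the authors from these counts and a length for each gene. For every gene, the count divided by the TPM had the same proportion between the libraries to within 1.4e-07, and each TPM column summed to 1000000. Whether the counting used the strand is not given in the sources used here, so reads of a gene and of an antisense or overlapping gene cannot be told apart. Genes with near-identical copies, such as those of the MHC, the killer cell receptors, the interferon-inducible families and the immunoglobulins, are uncertain, since reads mapping to more than 1 place were left out. The spreadsheets had turned 26 symbols into dates, and all 26 were named from their gene IDs.

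The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed by filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), library sizes were scaled by TMM, and the 2 groups were compared by glmQLFit and glmQLFTest with no covariate. Adjusted p values are by the method of Benjamini and Hochberg over all genes tested. A gene counted as differentially expressed at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, as in the paper, and the GO terms were tested on these genes. Counts of members that passed in gene lists, by any tool, use the adjusted p alone. The standard error of a fold change was computed from the fold change and its quasi-likelihood F value. The 2 groups were also compared for the stained proteins by a two-sided exact permutation test of CPM, in which 3 against 3 libraries give no p under 0.1. The libraries differed from each other far beyond counting error: for the closest pair, the chi-square divided by its degrees of freedom was 25.0. The common biological coefficient of variation was 0.505, and 0.345 without control 1.

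The GO terms were those of the annotation in the deposited files, taken by term ID and not propagated, since for 2321 genes the IDs were given without the term text. Each term with at least 5 tested genes was tested by a one-sided Fisher's exact test, adjusted over the terms. The paper used DAVID for this step. The term mesenchymal cell differentiation was not analysed here, and pathway predictions by IPA were not repeated.

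Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, once with an inter-gene correlation of 0.01 and once with the correlation estimated from each list, and with fry, adjusted over 38 lists. The estimated correlations were 0.826 for T cell, 0.897 for interferon response and 0.652 for EMT genes. By direction, fry over all 6 libraries called no list, with the lowest adjusted p at 0.1169. For changes in mixed directions, fry called the B cell and plasma cell lists (adjusted p = 0.0483 each). Without control 1, where the antibody and cecal tissue cannot be told apart, fry by direction gave EMT genes an adjusted p of 0.0105. For the conclusions, 19 lists were used: T cell, NK and cytotoxic, Th1, Th2, interferon response, antigen presentation, collagen and matrix, fibroblast, EMT, matrix metalloproteinase, TGF-β signaling, IL-6 and STAT3, TNF and NF-κB, p38 MAPK, endothelial, angiogenic factor, proliferation, pro-apoptotic and anti-apoptotic genes. The other lists are regulatory T cell and checkpoint, pan-macrophage, M2 macrophage, M1 macrophage, neutrophil, dendritic cell, B cell, plasma cell, lymphoid stroma and venule, mast cell, smooth muscle, cecal epithelial, enteric neuron and glia, mesothelial, adipocyte, erythroid, hypoxia, immediate early and heat shock, and mitochondrially encoded genes. The genes named in the text are those the paper names in its text or in the labels of Fig. 2D, the genes of the stained proteins, TNF and its receptors, the TGF-β genes, Stat3 and Il6, and in each list or GO term up to 4 members with the smallest p values. Krt20 and Thbs2 are named as exceptions. A further part of the rule, the 10 genes with the smallest p among the genes called in each direction, named none by edgeR. The tests, the lists, this rule and the alternatives below were set before the data were examined, apart from those that the closing section names as chosen later. The lists, however, were written with the fold changes in the held part of the paper's table, which comes from the same libraries, already read.

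The alternatives were DESeq2 1.42.0 on the same genes (the paper's tool), edgeR with DESeq2's size factors, no filter on low counts, protein-coding genes alone, the replicate number as a block, each library left out in turn, limma-trend on log2 of the deposited TPM values plus 1 or plus 0.1, no fold threshold, and GO terms of at least 10 genes. The edgeR and DESeq2 tests were also run on simulated data, with 200 genes changed by known folds. Counts were drawn independently for each gene from the means, library sizes and dispersions of the real libraries. The first 442 of the 661 genes of the paper's table were used for single values only.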

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

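Leaving out libraries in DESeq2, DESeq2 with no filter, the epithelial covariate and camera over the GO terms were chosen only after the results were seen. By edgeR with all 6 libraries, 0 genes passed under TMM (2836 at an unadjusted p under 0.05), DESeq2's size factors (2819), no filter on low counts (3314), protein-coding genes alone (2459), TPM plus 1 (3164), TPM plus 0.1 (3133, both by limma) and the epithelial covariate (589), nor with no fold threshold, and terms of at least 10 genes left 0 GO terms. The median log2 fold change of all genes was 0.05 in edgeR and moved to 0.127 with no filter. Whether the replicate numbers pair the mice is not given in the sources used here. Over all genes the deviations from the group means correlated at -0.437, -0.400 and 0.112 for libraries numbered 1, 2 and 3. These values cannot decide it, since libraries of a group also differ in cecal transcripts. With the replicate number as a block, 0 genes passed by edgeR and 1551 had an unadjusted p under 0.05, and control 1 correlated best with anti-TNFα mAb 2 (0.433).

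DESeq2 called 320 genes higher and 414 lower, and 419 and 417 with no filter. Of the terms, 8 of Fig. 2A and 9 of Fig. 2B passed by DESeq2. In the gene lists DESeq2 called higher 18 T cell, 8 NK and cytotoxic, 2 Th1, 18 interferon response, 10 antigen presentation, 1 fibroblast, 1 TGF-β, 1 NF-κB and 1 pro-apoptotic genes, and lower 8 matrix, 3 fibroblast, 10 EMT, 3 metalloproteinase, 6 TGF-β, 1 IL-6 and STAT3 and 1 NF-κB genes. Of the named genes, 90 passed by DESeq2 with the same direction and 45 did not pass. The cause of the difference between the tools was not tested.

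Leaving out 1 library gave counts by edgeR from 0 to 1823 genes higher and from 0 to 655 lower, the upper ends without control 1 and 0 for each of the other 5 libraries. The DESeq2 counts lay between 44 and 2575 higher and between 60 and 940 lower. They were 2575 and 940 without control 1, 77 and 102 without control 2, 53 and 60 without control 3, 96 and 259 without anti-TNFα mAb 1, 602 and 423 without anti-TNFα mAb 2 and 44 and 190 without anti-TNFα mAb 3. The terms that passed by edgeR ranged from 0 to 6 in Fig. 2A and from 0 to 4 in Fig. 2B. In the lists the counts ranged from 0 to the values without control 1, which were 15 T cell, 1 NK and cytotoxic, 1 Th1, 10 interferon response, 3 antigen presentation, 1 fibroblast, 2 metalloproteinase, 2 NF-κB, 2 p38, 1 angiogenic factor and 5 pro-apoptotic genes higher, and 10 matrix, 4 fibroblast, 11 EMT, 3 metalloproteinase, 8 TGF-β, 4 IL-6 and STAT3, 1 p38 and 3 anti-apoptotic genes lower. Of the named genes, 91 passed without control 1 with the same direction. With control 1 left out the common biological coefficient of variation was lower (0.345 against 0.505). In mean log2 CPM of the cecal epithelial genes control 1 was at 8.11, and controls 2 and 3 at 0.77 and 0.10. The antibody libraries were at 7.61, 9.33 and 7.85. Without control 1 the comparison thus sets libraries with these transcripts against libraries nearly without them, and cannot separate them from the treatment. Whether this difference gives the lower coefficient was not tested here.

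Directions of 3 named genes reversed. With 1 library left out, the log2 fold change of Col1a1 ranged from -0.30 without anti-TNFα mAb 3 to 1.39 without control 2. That of Col1a2 ranged from -0.92 without anti-TNFα mAb 3 to 0.18 without control 2 and was 0.0064 without anti-TNFα mAb 2, and that of Pecam1 ranged from -0.030 without anti-TNFα mAb 3 to 0.48 without anti-TNFα mAb 2. None of these genes passed by edgeR in any of those fits, and the cause was not tested. The other named genes kept their direction under each of these settings. Depth limits genes of few counts, such as Ncr1, which the filter on low counts removed, and B cell genes at under 1 CPM in the controls.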

Differences from the paper's values

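The paper's table has 661 differentially expressed genes, of which 317 are higher. By edgeR, at the paper's thresholds, 0 genes passed in total and 0 were higher, with 2836 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of both of the paper's values (734 and 320), and the others did not: edgeR with DESeq2's size factors, no filter on low counts, protein-coding genes alone, the replicate block, both TPM settings, no fold threshold and each library left out in turn, of which all gave 0 apart from 1823 higher and 655 lower without control 1. DESeq2 with no filter, chosen after the values were seen, gave 419 higher and 417 lower.

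For the GO terms the paper's Fig. 2A and Fig. 2B show numbers of genes, here read by eye, against 0 in edgeR for every term (89 genes of immune system process were higher at an unadjusted p under 0.05). In the paper's Fig. 2A there are about 23 genes for extracellular matrix organization, about 24 for positive regulation of cell migration, about 39 for cell adhesion, about 22 for angiogenesis, about 16 for axon guidance, about 11 for blood vessel development, about 8 for positive regulation of epithelial to mesenchymal transition, about 7 for epithelial to mesenchymal transition, about 8 for regulation of actin cytoskeleton organization and about 9 for positive regulation of fibroblast proliferation. DESeq2 gave 21, 23, 29, 17, 11, 9, 9, 7, 5 and 7, and edgeR without control 1 gave 25, 27, 44, 23, 14, 9, 10, 8, 6 and 6. Both came within 1.5 times of the paper's values for all these terms, with the exception of regulation of actin cytoskeleton organization by DESeq2. The counts without control 1 came from 655 lower genes, whereas the paper's table has 661 genes in both directions together.

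In the paper's Fig. 2B there are about 93 genes for immune system process, about 22 for the response to interferon-beta, about 27 for the response to interferon-gamma, about 36 for adaptive and about 59 for innate immune response, about 11 for presentation of exogenous peptide antigen via MHC class II, about 18 for positive regulation of T cell proliferation, about 17 for antigen processing and presentation, about 11 for B cell activation and about 9 for T cell activation, against 0 in edgeR for each. DESeq2 gave 49, 17, 19, 29, 26, 9, 11, 8, 5 and 5, of which the interferon-beta, interferon-gamma, adaptive and MHC class II terms came within 1.5 times of the paper's. Without control 1 edgeR gave 82, 14, 12, 33, 61, 3, 12, 5, 8 and 6, of which immune system process, adaptive and innate immune response, T cell proliferation, B cell activation and T cell activation did. These came from 1823 higher genes, against 317 in the paper's table, so similar counts do not mean similar enrichment. Of the 10 terms, 4 were enriched in that fit. No other alternative came within 1.5 times for any term of Fig. 2A or Fig. 2B, as each gave 0.

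Some statements of direction also differ, for transcripts of the 3 and 3 sequenced tumors set beside staining of a larger number of tumors. The paper sets the lower staining of αSMA and type 1 collagen beside a suppressed stroma in its RNA-Seq. Here Acta2, the αSMA gene, was higher in each antibody library than in each control, and its log2 fold change lay on the same side under every alternative. Acta2 is also a smooth muscle gene, and 12 of 13 smooth muscle genes were higher, with Acta2 at 62.4 CPM in control 1, which has cecal epithelial transcripts, and at 9.33 and 8.93 CPM in controls 2 and 3. Col1a1 and Col1a2 had no common direction, while Fn1, the fibronectin gene, was lower as stained. The paper also sets lower CD31 staining beside suppressed angiogenesis in its RNA-Seq. Pecam1, the CD31 gene, was not lower with all 6 libraries, and 14 of 16 endothelial genes were higher. The GO term angiogenesis itself leaned lower with all 6 libraries: 39 genes were lower and 10 higher at an unadjusted p under 0.05 by edgeR, DESeq2 called 17 lower and 4 higher, and the term was enriched among the lower genes of DESeq2. Without control 1 edgeR called 23 lower and 20 higher, a near even division, with the term enriched among the lower genes. For CD4 the paper reports that the staining, equal in both groups, departs from its RNA-Seq. Cd4 was not called by edgeR or DESeq2, and was called higher by edgeR without control 1. In the network of Fig. 2D all 20 genes were lower, as in the paper.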

Other observations

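The tests of cecal tissue in the libraries, of swapped or wrong labels and of the interferon genes were chosen only after the values were seen. So was the epithelial covariate used for the EMT genes, while the rule for reading that test was set before its result. The counts of splits were set before. Transcripts of the 2 stained macrophage proteins, both reported lower by the paper, went in different directions. Adgre1, which encodes F4/80, was at 24.1, 21.8 and 26.4 CPM in controls 1, 2 and 3 and at 78.0, 15.1 and 75.3 CPM in anti-TNFα mAb 1, 2 and 3, a log2 fold change of 1.22 (standard error 0.59, adjusted p = 0.341 from edgeR; two-sided exact permutation test, p = 0.4). Cd163, a scavenger receptor of M2 macrophages, was at 7.80, 7.51 and 22.5 CPM in the controls and at 1.45, 15.6 and 0.211 CPM in the antibody tumors, a log2 fold change of -1.14 (standard error 1.36, adjusted p = 0.646 from edgeR; two-sided exact permutation test, p = 0.5). Other receptors of macrophages were divided, as 7 pan-macrophage genes had positive and 4 negative fold changes. Fcgr1, a receptor of immunoglobulin G, was at 80.8, 10.8 and 68.9 CPM in anti-TNFα mAb 1, 2 and 3 and 17.9 to 21.5 CPM in the controls, and Msr1, a scavenger receptor, had a log2 fold change of 0.67 (standard error 0.39, adjusted p = 0.407 from edgeR). Mrc1, the mannose receptor, was at 132 ± 21.3 CPM in control and 61.3 ± 11.0 CPM in antibody tumors (SD, n = 3), and Mertk, a receptor for dying cells, at 55.1 ± 11.7 and 28.6 ± 2.77 CPM. Acod1, an enzyme induced in activated macrophages, was higher, at 19.0 and 12.2 CPM in anti-TNFα mAb 1 and 3 and under 1 CPM in the other 4 libraries.

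B cell genes were higher in the antibody tumors. All 10 tested B cell genes had positive fold changes, with a median log2 fold change of 3.36. In 9 of them every antibody library lay above every control (unchanged genes give 10% for both directions together). Cd79a, a chain of the B cell receptor, was at 0.977 ± 1.13 CPM in control and 9.28 ± 1.93 CPM in antibody tumors (SD, n = 3). In the controls these genes were highest where the cecal epithelial genes were: the mean log2 CPM of the B cell list was -0.38 in control 1 and -1.92 and -2.14 in controls 2 and 3, against 1.62, 1.41 and 2.17 in anti-TNFα mAb 1, 2 and 3, and Cd79a was at 2.28 CPM in control 1 and 0.406 and 0.249 CPM in controls 2 and 3. Dendritic cell genes were higher in anti-TNFα mAb 1 and 3 than in anti-TNFα mAb 2, with Xcr1, a chemokine receptor of cross-presenting cells, at 10.1, 1.29 and 9.84 CPM in anti-TNFα mAb 1, 2 and 3 and at 1.39, 1.01 and 1.15 CPM in controls 1, 2 and 3. The checkpoint receptor gene Pdcd1 was at 2.60, 0.473 and 0.349 CPM in the controls and at 9.14, 2.45 and 20.5 CPM in antibody tumors.

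By edgeR 0 genes of these lists passed over all genes tested. Adjusted over the list alone, 9 B cell genes and 2 M1 genes were higher, and 1 pan-macrophage, 1 M2 and 1 M1 gene lower, with 0 dendritic, regulatory T cell and checkpoint and neutrophil genes. At an unadjusted p under 0.05 by edgeR there were 9 B cell, 6 dendritic, 3 regulatory T cell and checkpoint, 3 M1 and 1 neutrophil genes higher and 1 pan-macrophage, 2 M2 and 1 M1 gene lower. DESeq2 called 7 B cell, 2 dendritic, 2 checkpoint, 2 M1 and 0 neutrophil genes higher and 1 gene lower of each of the 3 macrophage lists, and edgeR without control 1 called 8, 3, 3, 0 and 0 higher and 1 pan-macrophage, 1 M2 and 0 M1 genes lower. Their median log2 fold changes were 2.03 for dendritic, 2.04 for checkpoint, 0.62 for pan-macrophage, -0.10 for M2, 1.78 for M1 and 0.49 for neutrophil genes. Camera called the B cell (adjusted p = 4.20e-08), dendritic and checkpoint lists higher, each lost at an adjusted p = 0.508 with an estimated correlation.

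Genes of the tissues of the cecal wall were also measured. Cnn1, a protein of smooth muscle, was at 8.83, 0.744 and 1.497 CPM in controls 1, 2 and 3 and at 32.8, 72.9 and 23.7 CPM in antibody tumors, and Stmn2, a gene of neurons, was at 0.465, 0.271 and 0.0998 CPM in the controls and at 1.61, 3.09 and 3.05 CPM in antibody tumors. The median log2 fold changes were 2.56 for smooth muscle, 1.72 for cecal epithelial, 2.66 for plasma cell, 1.79 for enteric neuron and glia, 2.94 for mast cell, 2.60 for lymphoid stroma and venule, 0.82 for mesothelial, -0.92 for adipocyte and -2.61 for erythroid genes. Mcpt1, a protease of mucosal mast cells, was at 1.39 CPM in control 1, 0 and 0.0499 CPM in controls 2 and 3 and 1.42 to 13.6 CPM in antibody tumors, and Madcam1, the lymphocyte address molecule of gut venules, was at 2.97, 0.473 and 0.0499 CPM in the controls and 5.16 to 9.42 CPM in antibody tumors. Alas2, an enzyme of heme synthesis in red cells, was at 39.9 CPM in control 2 and 0.645 to 3.29 CPM in the other libraries. The hypoxia genes had a median of 0.06, the immediate early and heat shock genes of 0.38, and the mitochondrially encoded genes of 1.26, with mt-Atp6 at 83.9 CPM in anti-TNFα mAb 2 and 6.34 to 53.3 CPM in the others.

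None of these genes passed by edgeR over all genes tested. Adjusted over the list alone, 4 smooth muscle, 2 plasma cell, 1 mast cell, 1 enteric and 1 lymphoid stroma gene were higher, with 0 in the other lists of this group. At an unadjusted p under 0.05 by edgeR there were 9 smooth muscle, 4 plasma cell, 2 mast cell, 1 enteric, 1 lymphoid stroma, 3 mitochondrial and 1 immediate early gene higher and 1 smooth muscle, 1 epithelial and 1 erythroid gene lower. DESeq2 called 8, 2, 1, 1, 1, 2 and 1 of them higher and 0, 1 and 1 lower. Without control 1 edgeR called 10 smooth muscle, 8 plasma cell, 3 mast cell, 14 epithelial, 2 mesothelial, 2 lymphoid stroma, 1 enteric and 2 hypoxia genes higher and 1 smooth muscle, 1 epithelial and 4 erythroid genes lower, with 0 adipocyte, immediate early and mitochondrial genes. Camera called the smooth muscle (adjusted p = 4.33e-05), epithelial, plasma cell, mast cell and mitochondrial lists higher, none of them with an estimated correlation, where every adjusted p was 0.508 or higher.

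The first pattern weighed is that of the cecal epithelial genes in control 1 and the antibody libraries. A candidate explanation is normal cecal tissue in the RNA of those 4 libraries: 19 of 22 smooth muscle and plasma cell genes were higher in each of the 4 than in controls 2 and 3, against 26.5% of all genes, although controls 2 and 3 have 8 of 13 smooth muscle, 3 of 9 plasma cell and 4 of 16 epithelial genes at 1 CPM or more and 1 smooth muscle gene is held by the fibroblast list. A swap of control 1 with an antibody library was not excluded: the lowest antibody library lay 6.84 above controls 2 and 3 in mean log2 CPM of these genes, but that gap is part of the pattern itself and a control can have the transcripts. A wrong label on control 1 stays open, as control 1 lay within the range of the antibody libraries for 58.1% of genes (controls 2 and 3 for 26.2% and 30.4%), but shared cecal tissue may bring it there too. Of the EMT genes, 12 of 13 were lower in each antibody library than in control 1, which 23.8% of all genes were. Much of that list is among genes the study chose with control 1 counted as a control, so this says little on the label. The fibronectin staining that the paper reports runs the same way as Fn1 here, which does not settle the label, and whether the antibody left smaller tumors with more wall in the piece was not tested.

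The second pattern is that of the lower EMT genes. Dilution of tumor RNA by cecal tissue may contribute, since with the epithelial score as a covariate in edgeR their median log2 fold change was -0.65, against -1.29 without it. All 13 stayed negative, from -1.27 to -0.18, with a median standard error of 0.30. The 2 cannot be told apart here, because 1 control alone reaches the scores of the antibody libraries. An effect of the antibody on the tumor, the condition of the design, stays open as well.

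The third pattern is the high level of the interferon genes in anti-TNFα mAb 1 and 3. More cecal epithelium is argued against as the cause of their excess over anti-TNFα mAb 2 and control 1 by the order of the epithelial scores. These were higher in anti-TNFα mAb 2 (9.33) and control 1 (8.11) than in anti-TNFα mAb 1 and 3 (7.61 and 7.85). In anti-TNFα mAb 2 and in control 1, 34 of 34 interferon genes were below both, which restates the pattern, at a median ratio of 0.185 in anti-TNFα mAb 2. The score does not measure other layers of the wall. Among the controls the interferon genes were highest in control 1, at a mean log2 CPM of 4.55 against 3.32 and 2.51 in controls 2 and 3. Cecal tissue may therefore still add to the excess over controls 2 and 3. The antibody may act on these genes in part of the mice, but anti-TNFα mAb 2 received it too, and no measurement tells why it differs.

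The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. By edgeR the real split called 0 genes (2836 at an unadjusted p under 0.05), as did the highest other, so that 10 of 10 splits were as large, while for genes at an unadjusted p under 0.05 the highest other split had 1653 and 1 split, the real one, was as large. DESeq2 called 734 genes in the real split and 159 in the highest other, again 1 split. Camera called 17 lists in the real split and 20 in the highest other, and 3 splits called as many. The splits that called 20 and 19 lists set control 1, control 3 and anti-TNFα mAb 2, and control 1, anti-TNFα mAb 1 and anti-TNFα mAb 3, against the rest. With the preset correlation camera called at least 3 lists in every split, and its calls in the real split were lost with an estimated correlation, so these counts of lists separate neither the treatment nor another structure of the samples.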
